# RNA exosome ribonuclease DIS3 degrades *Pou6f1* to promote mouse pre-implantation cell differentiation

**DOI:** 10.1016/j.celrep.2023.112047

**Published:** 2023-01-30

**Authors:** Di Wu, Jurrien Dean

## Abstract

Mammalian development is precisely controlled by cell differentiation. Identifying new regulators and investigating their interactions provide insight into genetic networks defining pre-implantation development. We established a knockout mouse model of *Dis3*, an exosome associated ribonuclease. Homozygous *Dis3* null embryos arrest at the morula stage of development. Using single-embryo RNA sequencing (RNA-seq), we observed persistence of *Pou6f1* mRNA in homozygous null *Dis3* embryos and that the cognate protein represses transcription of *Nanog* and *Cdx2*. The resultant defects in cell differentiation disrupt the morula-to-blastocyst transition and are embryonic lethal. Microinjection of *Dis3* mRNA into zygotes rescues the phenotype. Point mutations of *Dis3* ribonuclease in individual blastomeres prevents their incorporation into embryos. To overcome the paucity of embryos, we derived homozygous *Dis3* null mouse embryonic stem cells to identify additional gene targets of POU6F1. Our findings delineate a regulatory pathway of DIS3-POU6F1 in pre-implantation mammalian embryogenesis.

## In brief

Mammalian pre-implantation development is regulated by master transcription factors. Wu and Dean report that an RNA-exosome-associated ribonuclease, DIS3, degrades *Pou6f1* mRNA to de-repress *Nanog* and *Cdx2* transcription. In the absence of DIS3, POU6F1 persists, and mouse embryos arrest as morulae and are unable to become blastocysts due to deficient differentiation.

## INTRODUCTION

Sequential cell fate specification occurs during cell cleavage in early mammalian development and is controlled by both maternal and zygotic factors. The maternal-to-zygotic transition in early mammalian development is conserved and includes maternal RNA degradation as well as zygotic gene activation (ZGA).^1,2^ Failure to clear maternal RNAs and/or activate zygotic genes result in embryonic arrest.^3,4^ Loss-of-function studies document critical licensing factors that control zygotic gene transcription,^2^ but less is known about the molecular regulation governing clearance of repressive transcripts.

The RNA exosome complex is responsible for degrading RNA in many different cell types. The well-conserved exosome complex binds to associated ribonucleases (DIS3, EXOSC10, DIS3L) to acquire enzymatic activity.^5,6^ One of the most important RNA-exosome-associated ribonucleases, DIS3, is essential for cell survival and embryo development in flies.^7^ Depletion of DIS3 causes accumulation of a wide range of transcripts, including protein-coding, non-coding, and repetitive element RNAs. Using cross-linking immunoprecipitation sequencing (CLIP-seq), the direct RNA targets of DIS3 have been reported in mammalian cultured cell lines.^8,9^ Although target selection of DIS3 lacks sequence specificity, the binding profiles exhibit strong tissue preference because of distinct transcriptomes in different cells.^7–10^ Thus, preventing RNA degradation by DIS3 depletion can identify regulators of development when their persistence causes significant downstream effects.

During mammalian pre-implantation development, the embryo undergoes ZGA, cell cleavage, compaction, cavitation, and differentiation.^11^ At the end of the blastocyst stage, three cell lineages are defined by position and expression of unique markers, namely epiblast (EPI; expressing NANOG), primitive endoderm (PrE; expressing GATA4/GATA6), and trophectoderm (TE; expressing CDX2/GATA3).^12^ Master transcription factors, including SOX2, OCT4, NANOG, and CDX2,^13–15^ drive serial differentiation during two sequential cell fate decisions. The first differentiates the inner cell mass (ICM) from the TE, and the second differentiates the EPI from the PrE within the ICM.^12^ The mutual activation and repression between factors synchronize different cell lineages for future germ layers. For example, OCT4 and SOX2 directly initiate *Nanog* transcription,^16^ and *Nanog* and *Cdx2* mutually repress each other’s transcription by occupying promoter regions.^17^ Although the molecular mechanism underlying the dynamic sculpting of different cell fates has been explored extensively, the understanding of its complexity remains incomplete.

In this study, we constructed *Dis3* ribonuclease knockout mice and discovered homozygous embryos arrest during pre-implantation development. We demonstrate that defects occur in cell differentiation during the morula-to-blastocyst transition. Through single-embryo RNA-seq analysis, we identified POU6F1, a transcription repressor of *Nanog* and *Cdx2*, as a potential target for DIS3-mediated degradation. We profiled gene targets of POU6F1 to confirm its regulatory activity on transcription. Finally, we tested the effects of mutant forms of DIS3, which provide insights into formation of congenital developmental abnormalities and oncogenesis.

## RESULTS

### *Dis3* homozygous null embryos arrest at the morula-to-blastocyst transition

During pre-implantation, DIS3 ribonuclease is expressed from the 4-cell stage onward, suggesting its possible regulatory role in embryo cleavage and fate decision (Figure S1A). A *Dis3* null allele was fortuitously generated while establishing mouse lines with a floxed allele. Exons 3–5 were deleted by CRISPR-Cas9 and imprecisely repaired through non-homologous end joining (Figures 1A, 1E–1G, and S3C) to create the null allele. 

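The left single guide RNA of the design (GAGTTGAATGGTTGATTCTT) matches the minus strand of chromosome 14 of GRCm38 from 99098426 to 99098445, in intron 2 of *Dis3*, where it is followed by the protospacer adjacent motif TGG. The right guide (CCTCCCTGGTCTCGTTTGTT) matches the minus strand from 99094263 to 99094282, in intron 5, next to the motif CGG. *Dis3* (ENSMUSG00000033166) is itself annotated on the minus strand from 99075206 to 99099770, and its transcript Dis3-201 has 21 exons. On the plus strand, the reference sequence around the left site, from 99098406 to 99098465, is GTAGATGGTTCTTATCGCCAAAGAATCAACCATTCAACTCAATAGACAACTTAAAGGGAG. The sequence around the right site, from 99094243 to 99094302, is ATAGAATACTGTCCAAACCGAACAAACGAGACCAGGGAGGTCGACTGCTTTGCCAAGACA. The usual Cas9 cut positions, after bases 99098428 and 99094265, leave 4163 bp between them. This interval holds the whole of exon 3 (194 bp, 99097585 to 99097778), exon 4 (74 bp, 99096757 to 99096830) and exon 5 (168 bp, 99095173 to 99095340). These 3 exons carry 436 of the 2874 coding bases (15.2%). Dividing 436 by 3 leaves a remainder of 1, so that exon 2 joined to exon 6 changes the reading frame. The repaired junction itself was not analysed here.

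**Figure D1:**
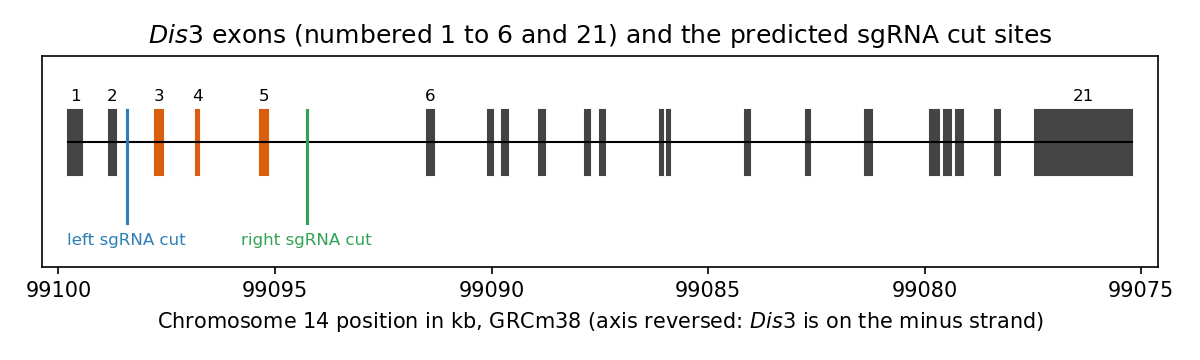
Map of *Dis3* on chromosome 14 of GRCm38, with the genomic position on the x axis. Boxes are exons and the marks are the sites of both guides, whose predicted cuts lie 4163 bp apart and enclose exons 3, 4 and 5.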

We crossed heterozygous (het) *Dis3* mice, and none of the pups born were homozygous null for *Dis3*, suggesting embryonic lethality (Figure 1B). In contrast, *Dis3* het mice were healthy (Figures 1B and S1B), grew to adulthood, and were fertile.

We sought to identify the stage of lethality of *Dis3* null embryos. In an *ex vivo* culture of the pre-implantation embryos produced by *Dis3* het mating, we observed a decrease of viability at embryonic day 4 (E4) (Figure S1C). Around 25% of the embryos arrested at the morula stage and could not form a blastocoel. We defined the embryos as either blastocysts (BLs; having an obvious blastocoel) or morula (M)-like (not having an obvious blastocoel) at E3.5 and performed single-embryo genotyping. All *Dis3* homozygous null embryos belonged to the M-like group and did not progress developmentally, even after extended culture (Figure 1C). The same M-arrest phenotype could be recapitulated by uterine flushing of female mice at E3.5 after *Dis3* het mating (Figure 1D). To further validate the arrest, we synthesized *Dis3* morpholino (MO2) and microinjected it into 1-cell wild-type embryos to block translation of *Dis3* mRNA (Figures S1D and S1E). As expected, *Dis3* morpholino efficiently blocked the translation of its downstream reporter gene, and *Dis3* morpholino injection increased M-like embryos and reduced BLs at E4.0 in a dose-dependent manner (Figures S1F–S1H).

To further investigate the cause of M arrest, we confirmed that cells did not undergo apoptosis in *Dis3* null embryos at E3.5 (Figures S2A and S2B). By outlining cell borders with phalloidin, we observed successful compaction in *Dis3* null embryos (Figure 1H). *Dis3* null embryos also initiated blastocoel cavitation by forming microlumens visualized by phalloidin and E-cadherin immunostaining (Figure 1I). In addition, *Dis3* null embryos did not have obvious differences in their endomembrane systems (Figures S2C). However, when we performed immunostaining of NANOG and CDX2, which are markers of cell specification, homozygous *Dis3* null embryos had significantly reduced levels of NANOG and CDX2 (Figures 1J, 1K, and S2D), which was not a reflection of embryonic stage. Another differentiation marker, OCT4, remained normal in early *Dis3* null embryos due to its maternal origin (Figures 1J and 1K). To further document that DIS3 was essential for the M-to-BL transition, we synthesized *Dis3-mVenus* mRNA *in vitro* and microinjected it into the 1-cell embryos derived from *Dis3* het mating. Overexpression of *Dis3-mVenus* mRNA resulted in an increase in the number of BLs because the homozygous *Dis3* null embryos successfully formed a blastocoel (Figures 1L and 1M). To summarize, *Dis3* null embryos arrest at M-to-BL transition due to defective cell differentiation.

### DIS3 degrades *Pou6f1* mRNA to de-repress *Nanog* and *Cdx2* transcription

The reduction of NANOG and CDX2 suggested an inhibition of their gene transcription in homozygous *Dis3* null embryos. We hypothesized that depletion of DIS3 ribonuclease results in insufficient degradation of mRNA encoding a repressor, which blocked gene transcription prior to the morula stage. 

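Embryos from matings of *Dis3* het mice were collected singly at embryonic day 2.5 (E2.5) and 2.75 (E2.75). After lysis, polyadenylated RNA was bound to oligo-dT beads, and the genomic DNA left over from the same embryo was used to genotype it. The data set holds 23 embryos. At E2.5 there were 6 wild-type, 2 het and 4 homozygous null embryos, and at E2.75 there were 3 wild-type, 5 het and 3 homozygous null embryos, so that stage and genotype were not balanced. A set amount of ERCC spike-ins, which are synthetic RNAs, was added to each sample before the RNA was reverse transcribed by template switching and the cDNA was amplified by PCR. The authors trimmed the reads with Cutadapt, aligned them to GRCm38 with STAR and counted them per gene with HTSeq. The counting mode leaves out reads that reach beyond the annotated exons and ignores the strand, so reads where genes overlap, on either strand, are of uncertain origin. The deposited values are whole-number counts per gene without normalization.

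The total count on genes at E2.5 ranged from 5525515 to 14015980 in wild-type embryos (median 10279674) and from 3630727 to 9993650 in null embryos (median 5643642), and it was 8161847 and 11552921 in the 2 het embryos. At E2.75 it ranged from 3283708 to 8644043 in wild-type embryos (median 8030848), from 3009380 to 14013185 in het embryos (median 8895879) and from 1690192 to 7051002 in null embryos (median 1914128). Null libraries held 0.540-fold the counts of het libraries (two-sided exact permutation test over the 3432 assignments of 14 embryos, p = 0.0822), 0.483-fold when compared within stages (exact permutation test, p = 0.0321), and 0.516-fold the counts of wild-type libraries (exact permutation test, p = 0.0328; 0.529-fold within stages, p = 0.0569). The reads carry no molecular identifiers and are not independent molecules, so counting intervals given for these libraries cover counting error only.

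From these counts, the 13415 of 55487 genes that passed edgeR's filter on low counts were normalized by the TMM method, and the 3 genotypes were compared in one fit, with the stages merged by genotype as in the study. A gene was called at an adjusted p under 0.1 and a log2 fold change beyond 1 in size, the thresholds of the paper's statistics section. Levels are given as TMM-normalized CPM, the counts scaled to a common library total, and the standard error of a log2 fold change is its size divided by the square root of the F statistic. *Dis3* was measured first, since it checks the genotypes. In the 7 null embryos it lay at 16.0, 2.55, 0 and 14.3 CPM at E2.5 and at 12.8, 21.5 and 10.1 CPM at E2.75. In the 7 het embryos it lay at 58.2 and 59.2 CPM at E2.5 and at 42.3, 30.4, 49.6, 43.8 and 36.7 CPM at E2.75. Wild-type embryos had 147, 134, 109, 63.6, 40.2 and 18.0 CPM at E2.5 and 112, 64.4 and 107 CPM at E2.75. The library labelled E2.5 wild-type replicate 6, at 18.0 CPM, lies within the range of the null embryos of both stages, and no other library of wild-type or het embryos does.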

To profile potential DIS3 target transcripts, we performed single-embryo RNA-seq at E2.5 and E2.75. As expected, *Dis3* het and wild-type embryos were grouped together by principal-component analysis (PCA), whereas homozygous *Dis3* null embryos at both stages were in a distinct group (Figure S3A). 

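The components were computed from log2 CPM (prior count 2) of the 500 genes with the highest variance among all 23 embryos. PC1 held 24.4% of the variance and PC2 16.3%. The 7 null embryos lay between 9.61 and 55.5 on PC1 and the 16 het and wild-type embryos between -32.5 and 5.26. The mean position on PC1 was 36.2 ± 17.2 (SD, n = 7) for null, -23.8 ± 8.13 (SD, n = 7) for het and -9.62 ± 11.7 (SD, n = 9) for wild-type embryos. Within E2.5 the lowest null embryo was at 39.7 and the highest other embryo at 5.26, and within E2.75 the corresponding positions were 9.61 and -16.5. On the plane of both components, each of the 7 null embryos had another null embryo as its nearest neighbour, and 0 of the 16 other embryos had a null embryo as theirs. The nearest neighbours gave these same counts in all 3 alternatives, but the gap of 4.35 between the null and the other embryos along PC1 did not remain. It became -90.8 with all 13415 genes, -22.6 with DESeq2's variance stabilizing transformation and -65.7 with normalization to the ERCC spike-ins. With the variance stabilizing transformation, every null embryo lay above every other embryo on PC2 in its place (lowest null 2.99, highest other 1.40). On PC2 the lowest null and highest other embryo were at 6.92 and 10.0 with all genes, and at 7.58 and 9.26 with the ERCC normalization.

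**Figure D2:**
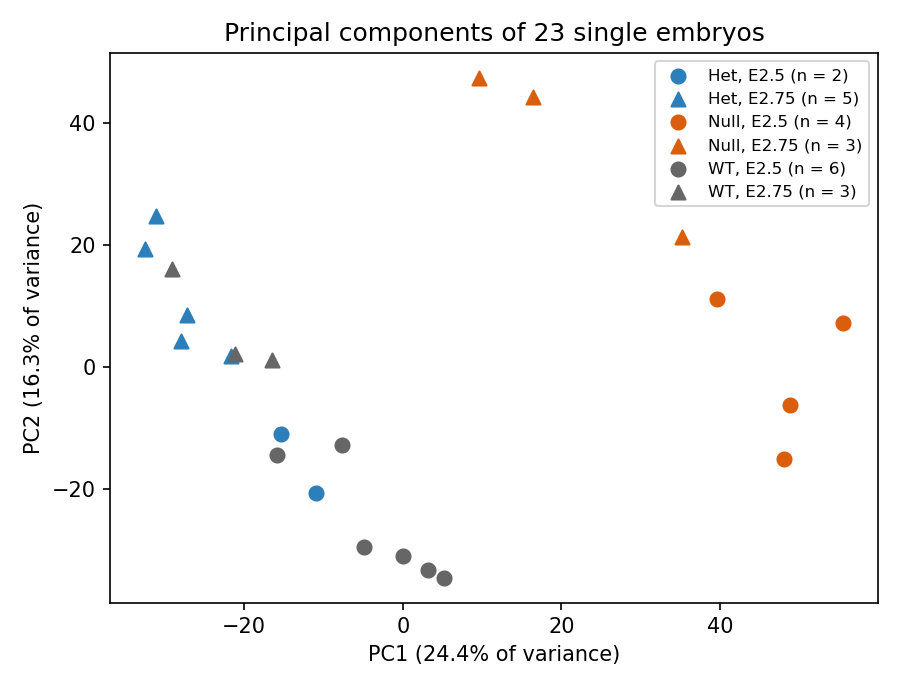
Principal-component analysis of the 23 embryos, with PC1 (24.4% of the variance) on the x axis and PC2 (16.3%) on the y axis. Each point is 1 embryo, coloured by genotype with the stage as its marker, and the 7 null embryos lie from 9.61 to 55.5 on PC1, above the highest other embryo at 5.26.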

Due to the similarity of the differential genes at the two stages, we combined them for a differential analysis. As a result, we obtained 1,245 up-regulated genes and 547 down-regulated genes in the null vs. het comparison and only 37 up-regulated and 29 down-regulated genes in the het vs. wild-type comparison (Figure 2A). 

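Each stage was first fitted on its own. At E2.75, with 3 null and 5 het embryos, 363 genes were called up and 333 down among 14442 tested, and 154 and 138 without null replicate 3. At E2.5, with 4 null and 2 het embryos, edgeR called 0 genes up and 2 down among 15904, while 1473 genes had an unadjusted p under 0.05. DESeq2 called 457 up and 156 down at E2.5, and 956 up and 720 down at E2.75. In counts simulated at these group sizes, edgeR called a 4-fold change for 4.5% of the changed genes at E2.5 and for 31% at E2.75. The simulated spread includes real differences between groups, so these shares may be too low. Across 13415 genes, the log2 fold changes of null over het at the 2 stages had a Pearson correlation of 0.477 and a Spearman correlation of 0.387. Genes are not independent replicates, so the null and het labels were exchanged within each stage. The real labels gave the highest Pearson correlation of the 840 assignments (p = 0.00119, one-sided exact permutation test, the smallest p that these assignments can give), and the highest correlation of another assignment was 0.389. Of the 673 genes called at E2.75 and tested at E2.5, 605 (89.9%) changed in the same direction at E2.5. A test of whether the change of null against het differed between the stages called 0 of 18677 genes in either direction at an adjusted p under 0.1 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of these genes, 1234 had an unadjusted p under 0.05. At these group sizes, the simulated test of such a difference between the stages called 24.5% of genes with a 16-fold difference, a share with the same limit.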

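With the stages combined, 493 genes were called up and 276 down in null against het embryos among 13415 genes tested (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 2319 genes had an unadjusted p under 0.05. In het against wild-type embryos 0 genes were called in either direction, and 934 had an unadjusted p under 0.05. Null against wild-type embryos gave 491 genes up and 213 down. DESeq2, the tool named in the paper's methods, called 1247 genes up and 549 down in null against het and 37 up and 28 down in het against wild-type embryos. Without a filter on low counts, edgeR called 1266 up and 542 down in null against het. Scaling to the ERCC spike-ins brought the median log2 fold change of all genes in null against het to -1.08 and reversed the balance of the calls to 289 up and 4487 down. Leaving out each of the 14 embryos in turn gave from 348 to 562 genes up and from 180 to 368 down, the 180 without E2.75 het replicate 1. Every null embryo lay above every het embryo for 259 of the genes called up, and below for 74 of those called down. Among all 13415 genes tested, called or not, these numbers were 295 and 92, where chance gives 0.0291% of genes in each direction.

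Among the called genes that separated the embryos completely, the 5 largest rises were in genes without a single count in the 7 het libraries. Against the limit that a count of 0 allows, *Mpig6b* (ENSMUSG00000073414, chromosome 17, 35062693 to 35066184) was at least 205-fold higher in null embryos, with 11.4 ± 9.36 CPM (SD, n = 7). *Gm43416* was at least 141-fold, *AC126937.1* at least 136-fold, *Gm45091* at least 134-fold and *4933404K08Rik* at least 130-fold higher. Each of these 5 genes overlaps another gene on the opposite strand (*Ly6g6c*, *Dancr*, *Def6*, *Cebpa* and *4930557F10Rik*, in the same order). Reads in exons of both genes are not counted for either, and the counting cannot tell the strand of the other reads there. Of the 5 largest falls, *Prss8*, which overlaps *Kat8*, was at least 79.0-fold lower and *2410012E07Rik* at least 46.7-fold lower, with 0 counts in the 7 null libraries. *Pla2g7* had 341 counts in the het and 1 in the null libraries, a ratio of 198 after division by the library totals (95% counting interval 35.2 to 7828). The same ratio was 163 (29.1 to 6478) for *Cnksr1* and 81.3 (27.6 to 396) for *Tmem139*. The null counts of *Pla2g7*, *Cnksr1* and *Tmem139* all came from 1 library, E2.5 null replicate 2. Their log2 fold changes were -6.84, -6.48 and -6.18 with this library, and -8.33, -7.97 and -8.85 without it.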

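*Nanog* (ENSMUSG00000012396, chromosome 6 of GRCm38, 122707489 to 122714633) was at 36.5 ± 17.8 CPM (SD, n = 7) in null, 93.7 ± 59.8 (SD, n = 7) in het and 50.1 ± 34.9 (SD, n = 9) in wild-type embryos. Its log2 fold change in null against het was -1.37 (standard error 0.55, adjusted p = 0.176, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which is not past the threshold of 0.1. Within single stages the log2 fold change of null against het was -0.80 at E2.5 (adjusted p = 0.820, same test) and -1.12 at E2.75 (adjusted p = 0.347, same test). All 7 null embryos lay below the median of the het embryos. For this gene alone, the mean log2 CPM differed between null and het embryos with p = 0.0425 over the 3432 assignments and p = 0.0560 when labels were exchanged only within a stage (two-sided exact permutation tests). Against wild-type embryos, the log2 fold change of *Nanog* in null embryos was -0.46 (adjusted p = 0.769, same test) and that of het embryos 0.90 (adjusted p = 0.720), so the difference between null and wild-type embryos was within the spread. With the first 1999 of the 33616 rows of each comparison of Table S2 used here, the paper's reported log2 fold change of *Nanog* in null against het is -1.35 with an adjusted p of 0.127.

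*Cdx2* (ENSMUSG00000029646, chromosome 5, 147300805 to 147307270) was at 12.1 ± 12.8 CPM (SD, n = 7) in null, 73.2 ± 43.9 (SD, n = 7) in het and 20.3 ± 17.2 (SD, n = 9) in wild-type embryos. In null against het its log2 fold change was -2.63 (standard error 0.98, adjusted p = 0.141, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Within single stages it was -3.89 at E2.5 (adjusted p = 0.515, same test) and -1.84 at E2.75 (adjusted p = 0.361, same test). The 7 null embryos were below the het median here too, with p = 0.00699 over all assignments and p = 0.0107 within stages (two-sided exact permutation tests). Null against wild-type embryos differed by a log2 fold change of -0.78 (adjusted p = 0.779, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For both *Nanog* and *Cdx2*, the pooled levels of het and wild-type embryos mix the stages unequally, with het embryos mostly at E2.75 and wild-type embryos mostly at E2.5. Over the 8 alternatives, the adjusted p in null against het ranged from 0.0150 to 0.421 for *Nanog* and from 0.0336 to 0.340 for *Cdx2*. *Nanog* passed the threshold with the ERCC normalization (adjusted p = 0.0150, edgeR) and with only null and het embryos in the fit (adjusted p = 0.0802, edgeR). *Cdx2* passed it with the ERCC normalization (adjusted p = 0.0336, edgeR), with DESeq2 (adjusted p = 0.0932), without a filter on low counts (adjusted p = 0.0969, edgeR) and without E2.75 null replicate 2 (adjusted p = 0.0986, edgeR).

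**Figure D3:**
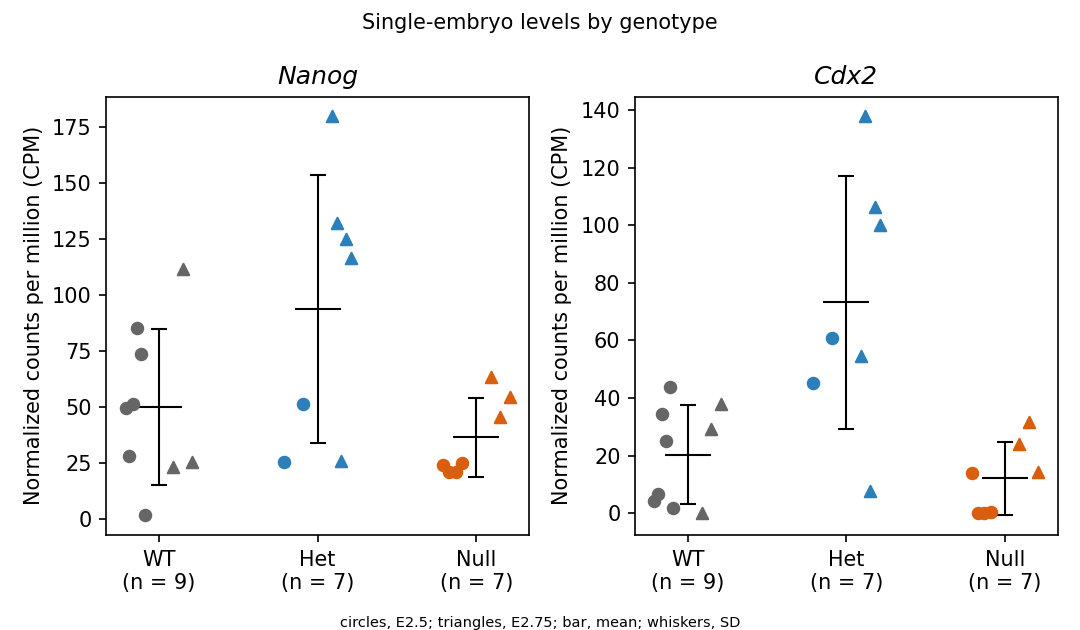
Levels of *Nanog* and *Cdx2* in each embryo in CPM on the y axis, by genotype and stage on the x axis. Points are embryos and lines are means, and the 7 null embryos lie from 21.1 to 63.6 CPM for *Nanog* and from 0 to 31.8 CPM for *Cdx2*.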

The decrease of *Nanog* and *Cdx2* transcripts was also apparent in the differential analyses (Table S2). In addition to coding RNAs, PROMPTs RNA, which are known DIS3 targets, also exhibited significant accumulation (Figure S3B).^8,9^

To screen for DIS3 targets, we took advantage of published DIS3 CLIP-seq datasets from cultured cell lines to overlap with the protein-coding genes that were significantly increased in at least one stage in our RNA-seq results (Figures 2B and S3D).^9^ 

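Of the 10 genes shown in Figure 2B, 9 had enough counts to be tested in null against het embryos with the stages combined, and all 9 had a positive log2 fold change. *Ninj2* had too few counts to test, at 0.301 ± 0.683 CPM (SD, n = 7) in null and 0.467 ± 1.06 (SD, n = 7) in het embryos. The genes called up among all genes tested were 3. *Sox15* (chromosome 11, 69655314 to 69656727) rose from 297 ± 102 CPM (SD, n = 7) in het to 896 ± 318 (SD, n = 7) in null embryos, a log2 fold change of 1.59 (standard error 0.30, adjusted p = 0.00212, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Cox6b2* (chromosome 7, 4751792 to 4753094) rose from 8.22 ± 9.09 to 52.9 ± 39.1 CPM, by 2.68 (standard error 0.73, adjusted p = 0.0342, same test). *Ovol2* (chromosome 2, 144305175 to 144332146) rose from 60.4 ± 38.8 to 126 ± 63.9 CPM, by 1.06 (standard error 0.35, adjusted p = 0.0962, same test), and lost its call in 10 of the 14 fits that left out 1 embryo (adjusted p up to 0.252, without E2.5 null replicate 2) and under 5 of the 8 alternatives. *Pigl* (0.99), *Cacnb1* (1.52), *Efhd1* (0.61), *Wdr45* (0.16) and *Fbp1* (0.35) rose by the log2 fold changes given but were not called, and neither was *Pou6f1*. Of these genes, DESeq2 called only *Pigl* (1.02, adjusted p = 0.0344) and *Pou6f1* (1.39, adjusted p = 0.0928). All 7 null embryos lay above the het median for *Pigl*, with p = 0.00466 over all assignments (two-sided exact permutation test).

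Adjusted over the list alone, 5 genes were called, but the study chose the list on these same embryos, so this count is not independent evidence. At E2.75 alone, 8 of the 9 genes rose, and *Sox15*, *Cox6b2* and *Pigl* were called among all genes tested (*Pigl* with a log2 fold change of 1.53 and an adjusted p of 0.0774, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Pigl* lost this call in 6 of the 8 fits that left out 1 embryo (adjusted p up to 0.230, edgeR), and *Cox6b2* lost it without null replicate 3 (adjusted p = 0.150, edgeR). At E2.5 alone, 8 rose, 0 were called among all genes, of the 2 with an unadjusted p under 0.05, and 1 was called when adjusted over the list alone. With normalization to the ERCC spike-ins, which moves all genes downward, *Efhd1*, *Wdr45* and *Fbp1* changed sign, to -0.52, -1.12 and -0.51, and *Sox15* rose by 0.44 and was no longer called. Genes on the opposite strand overlap *Sox15* (*Mpdu1*), *Pigl* (*Ncor1*), *Ovol2* (*1700108N11Rik*), *Cacnb1* (*Gm11629*), *Efhd1* (*Efhd1os*), *Ninj2* (*Gm25327*) and *Pou6f1* (*Gm27209*), and the counting cannot tell the strand of reads in these overlaps. The paper screened by overlapping CLIP-seq data with protein-coding genes that rose at 1 stage or both, and took 10 transcripts forward to overexpression in wild-type embryos.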

From the obtained gene lists, we synthesized 10 mRNAs *in vitro* as mCherry fusion transcripts and overexpressed the mRNAs individually by microinjection into 1-cell wild-type embryos (Figures 2C–2E and S4A). We observed that *Pou6f1* overexpression increased morula arrest at E3.5, and consequently, there were fewer BLs at E4.5 (Figures 2C–2E). From public datasets (GEO: GSE57249 and GSE45719), we confirmed that RNA levels of *Pou6f1* increased in wild-type embryos as they advanced from the 1- to 4-cell stage and then decreased in the BL stage^18,19^ (Figures 2F and S3F). The cognate protein increased slowly from 1C to morula stages, and the accumulation stopped after morulae (Figure 2G), which suggested a need for POU6F1 clearance when getting close to the BL stage. On the other hand, the *Dis3* mRNA level increased from the 1C stage, followed by a DIS3 protein surge at the 4C-M stage, which preceded *Pou6f1* RNA degradation (Figures 2F, 2G, and S3F). 

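*Pou6f1* (ENSMUSG00000009739, chromosome 15 of GRCm38, minus strand, 100575318 to 100599984) was at 42.5 ± 24.8 CPM (SD, n = 7) in null, 16.3 ± 9.24 (SD, n = 7) in het and 19.4 ± 17.1 (SD, n = 9) in wild-type embryos. The log2 fold change was 1.38 in null against het (standard error 0.54, adjusted p = 0.169, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.13 in null against wild-type (standard error 0.50, adjusted p = 0.266), neither of which is past the threshold. Het and wild-type embryos differed by -0.24 (adjusted p = 0.941, same test). All 7 null embryos lay above the median of the het embryos. Taken as a single gene, the mean log2 CPM of null and het embryos differed with p = 0.0128 over all assignments and with p = 0.0167 when labels were exchanged only within a stage (two-sided exact permutation tests). At E2.5 alone the rise was 1.80 (adjusted p = 0.544, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), from 12.2 ± 5.90 CPM (SD, n = 2 het embryos) to 44.2 ± 22.1 (SD, n = 4 null embryos). At E2.75 alone it was 1.14 (adjusted p = 0.318, same test), from 18.0 ± 10.4 (SD, n = 5) to 40.2 ± 33.2 CPM (SD, n = 3), and it was 0.16 (adjusted p = 0.926, edgeR) without E2.75 null replicate 1, which was at 78.4 CPM. Wild-type embryos were at 10.7 ± 9.24 CPM (SD, n = 6) at E2.5 and at 36.7 ± 16.6 (SD, n = 3) at E2.75. The mean of null embryos thus exceeded that of wild-type embryos mainly at E2.5, and at E2.75 the difference was within the spread.

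Over the 8 alternatives the log2 fold change of *Pou6f1* in null against het ranged from 0.24 to 1.72 and its adjusted p from 0.0706 to 0.792. The gene was called up with stage as a covariate (1.72, adjusted p = 0.0706, edgeR), with only null and het embryos in the fit (1.35, adjusted p = 0.0841, edgeR) and with DESeq2 (1.39, adjusted p = 0.0928). The lowest value came from normalization to the ERCC spike-ins (0.24, adjusted p = 0.792, edgeR). With each embryo left out in turn, the log2 fold change with the stages combined stayed between 1.10 and 1.68 and the adjusted p between 0.111 and 0.321 (edgeR). In null against wild-type embryos it stayed between 0.85 and 1.52 in the same way, and the gene was called without E2.75 wild-type replicate 3 (1.52, adjusted p = 0.0938, edgeR). The antisense gene *Gm27209* overlaps *Pou6f1* on the opposite strand, and the counting cannot tell the strand of reads in the overlap.

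**Figure D4:**
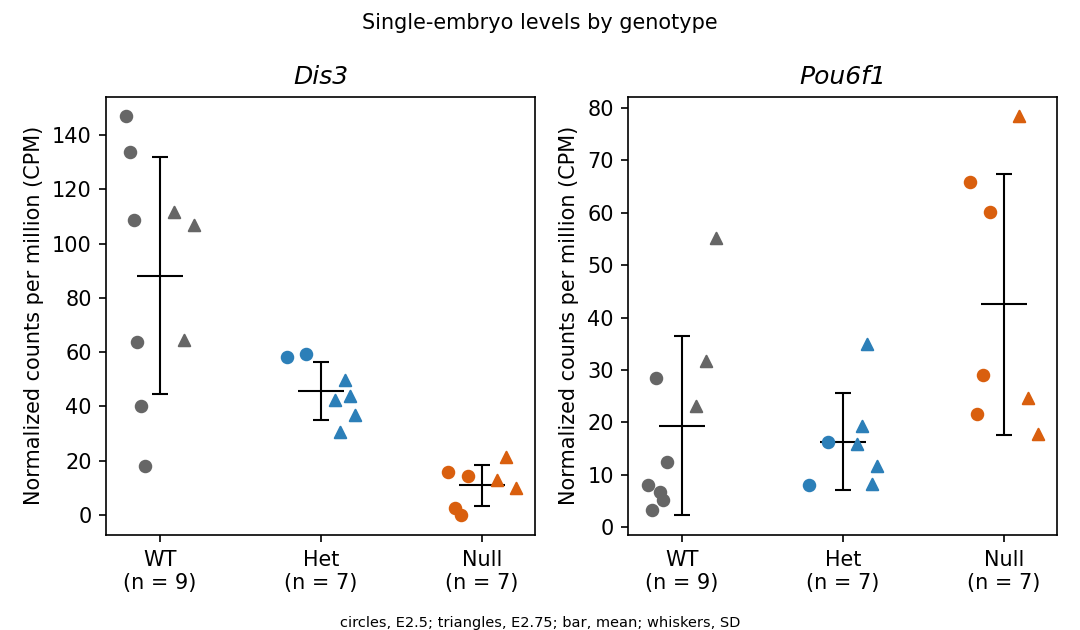
Levels of *Dis3* and *Pou6f1* in each embryo in CPM on the y axis, by genotype and stage on the x axis. Points are embryos and lines are means, and *Pou6f1* lies from 17.7 to 78.4 CPM in null and from 7.99 to 34.9 CPM in het embryos.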

Degradation of *Pou6f1* transcripts was prevented in homozygous *Dis3* null embryos, although the increase of POU6F1 protein was not statistically significant in homozygous *Dis3* null embryos due to the embryonic variation and the reduced embryonic quality upon DIS3 depletion (Figures 2B and S5E).

To validate the inhibitory effect of POU6F1 on *Nanog* and *Cdx2* transcription, we microinjected *Pou6f1-mCherry* mRNA into 1–2 blastomeres at the 8-cell stage and measured NANOG/CDX2 at the BL stage by immunostaining (Figure 2H). As expected, cells injected with *Pou6f1-mCherry* mRNA had lower NANOG and CDX2 intensities compared with *mCherry*-injected control cells (Figure 2I). Then, we synthesized *Pou6f1* morpholino (MO1) to knock down *Pou6f1* after microinjection into embryos. We determined 0.5 mM *Pou6f1* MO1 as the most effective and non-toxic concentration because it did not cause significant embryonic lethality (Figure S5A). Microinjection of *Pou6f1* MO1 reduced POU6F1 protein level (Figures S5B and S5C). However, the morula arrest phenotype of *Dis3* null embryos could not be rescued by *Pou6f1* MO1 (Figure S5D). Nevertheless, when we examined the level of NANOG and CDX2 in *Pou6f1* MO1-injected *Dis3* null embryos, the level was increased though still less than their level in the *Dis3* het embryos (Figures 2J–2L). The partial rescue effect of *Pou6f1* MO1 further supports the role of POU6F1 in repressing cell specification to cause morula arrest of *Dis3* null embryos and indicates that other factors participate in this process. We conclude that homozygous *Dis3* null embryos fail to degrade *Pou6f1*, which consequently repressed transcription of *Nanog* and *Cdx2* genes.

### POU6F1 binds to gene promoters and represses transcription in mouse embryonic stem cells

Our results suggest possible roles of DIS3 ribonuclease and POU6F1 in regulating gene expression and cell fate transition. To directly test this hypothesis, we derived mouse embryonic stem cells (mESCs) from *Dis3^flox/flox^* BLs (Figure 3A).^10^ The integrity of the derived mESCs was confirmed by the presence of the stem cell markers OCT4, NANOG, and SSEA-1 and the absence of the differentiation marker NESTIN (Figure 3B). mESCs maintained stemness in self-renewal medium and underwent differentiation upon removal of self-renewal factors (Figures S6A and S6B). The differentiated mESCs became negative for NANOG and positive for NESTIN as well as the neural ectodermal marker PAX6 (Figure S6C). When DIS3 was ablated by transfecting *Cre* recombinase with the cytomegalovirus enhancer fused to the chicken β-actin (CAG) promoter into the mESCs, we observed a significant up-regulation of *Pou6f1* when cells were differentiated (Figure 3C). To validate the ability of DIS3 ribonuclease to bind *Pou6f1* mRNA, we synthesized the DIS3-occupied fragment of *Pou6f1* from the published CLIP-seq dataset to perform electrophoretic mobility shift assay (EMSA)^9^ (Table S1; Figure S3D). A mutant form of the DIS3 protein (D146N+D487N, defined below) was used to avoid RNA degradation, and the nuclear localization signal (NLS) was deleted because the cytoplasmic function of DIS3 is sufficient to support pre-implantation development (DIS3^ΔNLS;D146N+D487N^-mVenus; Figures 3D, 4A, and 4B). As a result, the DIS3 ribonuclease protein bound to the synthesized *Pou6f1* fragment, which was further validated by generating a super-shifted complex after the addition of anti-FLAG antibody recognizing mVenus protein (Figure 3D).

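Mouse embryonic stem cells are pluripotent cells taken from the blastocyst and kept in culture. They were transfected with *Pou6f1-mCherry*, or with *mCherry* as a control, and collected 48 h later. Chromatin was precipitated with an anti-mCherry antibody, or with rabbit IgG as a control. The methods name 3 biological replicates for each sample, and the peak lists of 2 replicates were used here. The authors aligned the reads to GRCm38 with Bowtie2, kept the uniquely mapping ones with Sambamba and called peaks with MACS2 in each replicate on its own, once against the IgG sample and once against the anti-mCherry sample of cells transfected with *mCherry*. Each peak comes with its position, a score, a fold enrichment over the control, and the -log10 of its p and q values. These are the authors' own values and serve here to describe, rank or filter peaks within a list. The read totals are not part of the lists, so the depth behind each peak is unknown. The lists against IgG hold 82694 peaks in replicate 1, with a median fold enrichment of 5.61, and 24524 in replicate 2, with a median of 4.84. Against the *mCherry* cells they hold 31348 and 3630 peaks. Positions are on GRCm38, and transcription start sites (TSSs) were taken from the GENCODE vM21 annotation of that build. *Pou6f1* was overexpressed in these cells, so the peaks describe the tagged protein at that level.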

Next, we performed chromatin immunoprecipitation (ChIP)- seq of POU6F1 in mESCs to profile target genes. Two biological replicates exhibiting high reproducibility were combined for analysis of POU6F1-binding sites (Figures S6D and S6E; Table S3). 

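Of the 24524 peaks of replicate 2 called against IgG, 17675 (72.1%) shared at least 1 bp with a peak of replicate 1, where peaks of the same widths shuffled along the same chromosomes gave 2.31% on average over 20 shuffles. In the other direction, 15998 of the 82694 peaks of replicate 1 (19.3%) were overlapped. Across the 17675 overlapping pairs, the fold enrichments of both replicates had a Spearman correlation of 0.617 and the -log10 p-values one of 0.666. These are correlations across peaks, which are not independent replicates. The labels name 1 sample for each control, so the replicates share it, and the overlap and the correlations include what the shared control adds. The median fold enrichment of the paired peaks was 11.5 in replicate 1 and 5.14 in replicate 2. Against the *mCherry* control, 3461 of 3630 peaks of replicate 2 (95.3%) were overlapped, and the correlation of fold enrichment fell to 0.497.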

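A consensus peak was taken as each stretch shared by a replicate 1 and a replicate 2 peak called against IgG, of at least 1 bp, as the positions in Table S3 show. The intersection gave 17994 consensus peaks with a median width of 229 bp, which come from 15998 peaks of replicate 1. The first 1999 rows of the consensus list in Table S3 all matched an interval of this set in chromosome, start and end. The number was 7424 when the overlap had to cover 50% of both peaks and 3463 with the peaks called against the *mCherry* control. With a -log10 q of at least 5 in both replicates it was 8688. By fold enrichment in replicate 1, the highest consensus peak lies on chromosome 11 from 118247962 to 118248314, 188 bp from a TSS of *Cyth1*, with a fold enrichment of 62.3 in replicate 1 and 4.24 in replicate 2. The next were a peak over a TSS of *Grb2* (61.9 and 21.2), one over a TSS of *Gm27680* (58.6 and 17.5), one 385 bp from a TSS of *Cdc42se2* (58.6 and 5.27) and one over a TSS of *Ep400* (56.9 and 16.0).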

Overall, we identified ~18,000 peaks (Table S3) as POU6F1-binding sites that were close to transcription start sites (TSSs) (Figures 3E and 3F). More than 70% of these peaks were present in promoter regions (Figure 3G), and more than 80% of the peaks were within 1 kb of the TSS (Figure 3H). 

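Of the 17994 consensus peaks, 8478 (47.1%) lay over an annotated TSS and 13263 (73.7%, 95% Wilson interval over peaks 73.1 to 74.3) within 1 kb of one, counted from the nearest edge of the peak. Shuffled intervals of the same widths lay within 1 kb of a TSS in 7.17% of cases on average, and in 7.64% in the highest of the 20 shuffles. A further 1305 peaks (7.25%) lay more than 1 kb and up to 3 kb from a TSS, which brought the share within 3 kb to 81.0%. The share within 1 kb was 70.6% when only TSSs of protein-coding genes were used. It was 91.2% for the consensus against the *mCherry* control and 87.4% for peaks with a -log10 q of at least 5 in both replicates. The single lists gave 38.2% for replicate 1 and 58.1% for replicate 2.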

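A gene was counted as occupied when a consensus peak lay within 1 kb of one of its annotated TSSs. Of the 13407 genes tested in the embryos that have an annotated TSS, 195 of the 276 down-regulated genes (70.7%), 286 of the 492 up-regulated genes (58.1%) and 8283 of the 12639 other genes (65.5%) were occupied. Down-regulated genes were occupied more often than up-regulated genes (odds ratio 1.73, two-sided Fisher's exact test, p = 6.18e-04). They differed from the other genes by less than this test can tell apart (odds ratio 1.27, Fisher's exact test, p = 0.0835), whereas up-regulated genes were occupied less often than the other genes (odds ratio 0.730, p = 8.56e-04). In random lists of genes matched on mean expression, the median share occupied was 71.7% for the down-regulated and 61.6% for the up-regulated genes. With an overlap of 50% of both peaks the shares were 32.2% and 23.6%, and with the peaks called against the *mCherry* control 27.2% and 18.7%. When each peak counted only for the gene of its nearest TSS, at any distance, 67.4% of the down-regulated and 40.4% of the up-regulated genes were occupied. The genes called by DESeq2 gave 366 of 549 down-regulated (66.7%) and 587 of 1243 up-regulated genes (47.2%).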

When comparing POU6F1-occupied genes with the differentially expressed transcripts from the *Dis3* embryonic RNA-seq, ~60% (324/547) of the down-regulated genes were occupied by POU6F1, while only ~15% (178/1,254) of the up-regulated genes were occupied by POU6F1 (Figure 3I). From the POU6F1-occupied promoters, there were 317/9,119 genes involved in *in utero* embryonic development (q = 1.5E–26; Table S4). Specifically, we observed occupancy of POU6F1 in *Nanog* and *Cdx2* promoters and genic regions (Figures 3J and S6F).

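Consensus peaks lay within 1 kb of a TSS of 12545 genes of the 55536 with an annotated TSS, of which 10428 were protein-coding. With each peak counted only for the gene of its nearest TSS, at any distance, the numbers were 12183 and 10058. All 317 genes listed in Table S4 were among the 12545 occupied genes. Of these 317 genes, 298 were occupied under the rule of the nearest TSS, 220 with a -log10 q of at least 5 in both replicates, 130 with an overlap of 50% of both peaks and 105 with the peaks called against the *mCherry* control. In the embryos, 267 of them were tested in null against het, and 3 were called up and 6 down, with a median log2 fold change of -0.12.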

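At *Nanog*, 2 consensus peaks lay within 5 kb of the gene, both upstream of it on chromosome 6. The nearer one runs from 122705737 to 122706139, 1350 bp from the TSS at 122707489, and has a fold enrichment of 4.02 in replicate 1 and 5.14 in replicate 2. The reference sequence of 101 bp around its summit in replicate 1, from 122705774 to 122705874, is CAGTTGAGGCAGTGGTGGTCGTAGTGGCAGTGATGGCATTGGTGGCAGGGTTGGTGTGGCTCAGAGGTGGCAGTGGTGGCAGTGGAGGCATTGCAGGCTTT. The farther one runs from 122702762 to 122702918, 4571 bp from the TSS, with a fold enrichment of 5.14 in replicate 1 and 4.94 in replicate 2. A peak over the TSS itself, from 122707433 to 122707595, was called in replicate 1 only (fold enrichment 5.42). Another peak of replicate 1 runs from 122703220 to 122703392 (4.15), and one of replicate 2 lies past the 3′ end of the gene, from 122715911 to 122716097 (4.36). Against the *mCherry* control, each replicate had 1 peak within 5 kb, at 4097 bp from the TSS in replicate 1 and at 4520 bp in replicate 2.

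At *Cdx2*, on the minus strand of chromosome 5, replicate 1 had 9 peaks within 5 kb of the gene and replicate 2 had 1. The highest, from 147306408 to 147307201, ends 69 bp from the TSS at 147307270 and reaches into the gene. Its fold enrichment was 7.97 against IgG, and it was also called against the *mCherry* control (5.71), in both cases in replicate 1 only. Another 5 peaks of replicate 1 alone lie within the gene, from 147304933 to 147305342 (4.15), 147304709 to 147304876 (5.22), 147304359 to 147304566 (5.21), 147301817 to 147302059 (4.15) and 147301170 to 147301358 (4.89), and 2 past its 3′ end, from 147299931 to 147300093 (4.02) and 147299539 to 147299706 (4.59). The single consensus peak, from 147299196 to 147299333, lies past the 3′ end of the gene, 7937 bp from the TSS, with a fold enrichment of 4.50 in replicate 1 and 4.53 in replicate 2. The paper then tested whether POU6F1 represses marker genes of stem cells, with *Nanog*, *Oct4* and *Sox2* as the genes measured.

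**Figure D5:**
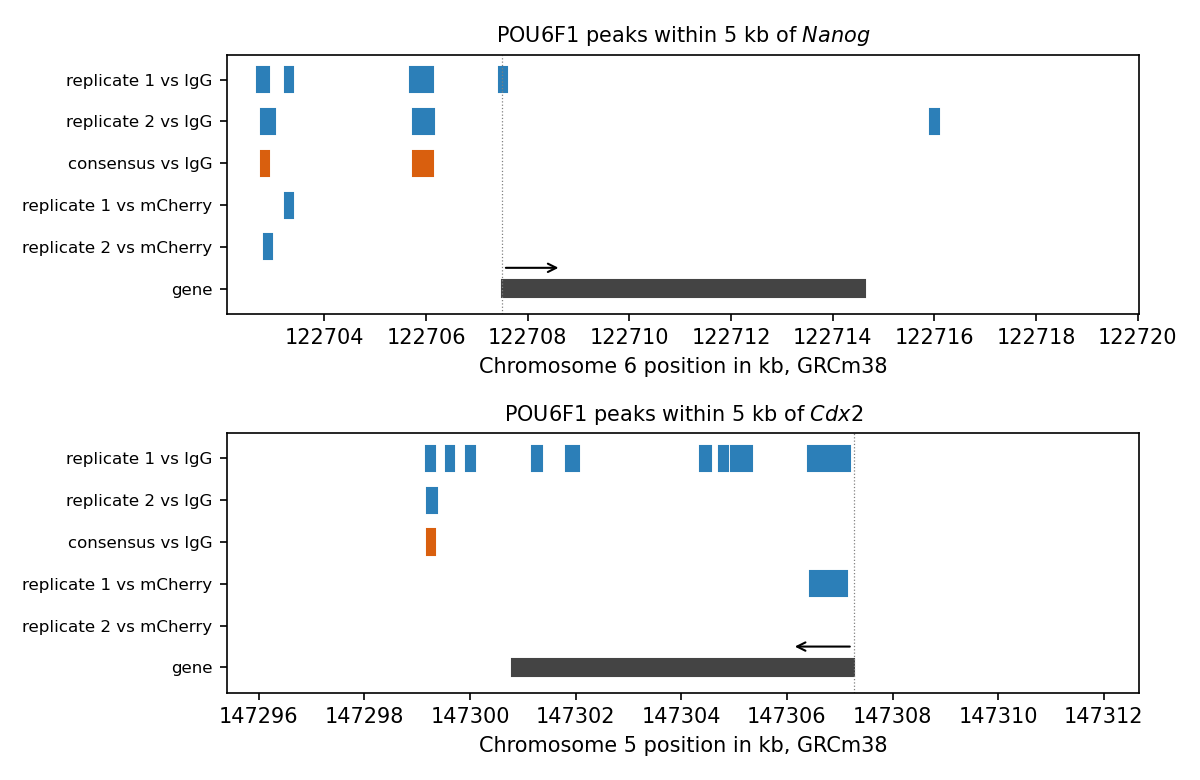
POU6F1 peaks around *Nanog* on chromosome 6 and *Cdx2* on chromosome 5, with the genomic position on the x axis and one line per replicate and control. Bars are peaks, the gene is drawn with its TSS, and the peak 69 bp from the TSS of *Cdx2* appears in replicate 1 only.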

To further examine the possible repressive function of POU6F1 on stem cell marker genes, we performed *Pou6f1* knockdown using small interfering RNA (siRNA) transfection and *Pou6f1* overexpression using *Pou6f1-mCherry* transfection (Figures S6G and S6H). Knockdown of *Pou6f1* led to increased expression of *Nanog*, *Oct4*, and *Sox2*, whereas its overexpression caused reduced levels of the mESC marker genes (Figures 3K–3L). The repressive role of POU6F1 on mESC marker genes was less significant when mESCs underwent differentiation, suggesting that the regulatory role of POU6F1 is cell-context dependent (Figures 3K–3L). In summary, *Pou6f1* mRNA is degraded by DIS3 ribonuclease, and its persistence in the absence of DIS3 is associated with continued repression of developmental master regulators with subsequent embryonic arrest.

### Mutant DIS3 ribonuclease proteins induce cell exclusion

Mutations of DIS3 ribonuclease have been reported in several human diseases, including multiple myeloma and acute myeloid leukemia.^20,21^ Two highly conserved enzymatic sites have been identified in DIS3 protein. D146 is essential for the PIN endonuclease activity by positioning the metal ion required for cleavage activity,^22^ while D487 is essential for the RNB exonuclease domain activity.^23^ Each single mutation can cause transcriptome disruption due to their dominant-negative effect, and double mutations can lead to much more significant perturbations to the transcriptome in human cell lines.^9^

We engineered the wild-type DIS3 protein into several mutant isoforms, including single loss-of-function point mutation (DIS3^D146N^, DIS3^D487N^), a double mutation (DIS3^D146N+D487N^), an endonucleolytic deletion (DIS3^ΔPIN^), and a NLS deletion (DIS3^- Δ^NLS) (Figure 4A). After microinjection into 1-cell wild-type embryos, *Dis3^D146N^*, *Dis3^D487N^*, and *Dis3^D146N+D487N^* mRNA caused embryonic arrest at the 2-cell stage (Figure 4B). However, overexpression of *Dis3^ΔPIN^* and *Dis3^ΔNLS^* did not affect pre-implantation development (Figure 4B). We then tested whether *Dis3^ΔPIN^* and *Dis3^ΔNLS^* overexpression could rescue *Dis3* null embryos. *Dis3^ΔPIN^* mRNA failed to rescue, suggesting that the cognate protein was non-functional and non-toxic (Figures 4C and 4D). Unexpectedly, *Dis3^ΔNLS^* overexpression successfully rescued *Dis3* null embryos to form BLs, which further supports a model in which the lack of cytoplasmic, rather than nuclear, DIS3 function was more likely to cause the morula arrest (Figures 4E and 4F).

To determine the effect on single blastomeres in embryos, we microinjected wild-type *Dis3* or *Dis3^D146N+D487N^* mRNA into 1–2 blastomeres at the 8-cell stage of wild-type embryos and recorded the position and morphology of the injected blastomeres at later stages. Blastomeres injected with wild-type *Dis3* mRNA were present in either inner or outer positions in morulae and blastocysts (Figure 4G). In contrast, blastomeres injected with *Dis3^D146N+D487N^* mRNA were all restricted to the embryo surface (Figure 4G). They did not appear as “outer cells” because their sizes were significantly larger than uninjected cells in the same embryo. Instead, we defined them as excluded cells due to their inability to incorporate into dividing embryos, which may be due to transcriptome disruption and/or concurrent cell division defects.^24^ We conclude that expression of mutant DIS3^D146N+D487N^ directly results in embryonic arrest or cell exclusion in pre-implantation development.

## DISCUSSION

Our results document the essential role of RNA degradation in early embryo development. Deletion of *Dis3*, an exosome-associated ribonuclease, results in developmental arrest at the M-to-BL transition. This led to the identification of *Pou6f1* mRNA as an important target of DIS3 ribonuclease at this stage of development. The persistence of *Pou6f1* mRNA due to insufficient degradation leads to more abundant POU6F1 protein, which represses transcription of *Nanog* and *Cdx2* and blocks cell specification.

Mutual cooperative interactions and/or antagonistic regulation of master transcription factors is a hallmark of sequential cell fate specification that defines cell lineage. A transcription regulator can not only prime cells for downstream differentiation but also represses their proclivity toward other cell fates. For example, OCT4 (POU5F1) activates *Nanog* transcription in future ICM cells and represses *Cdx2* transcription to prevent a TE fate.^17,25^ In contrast, in future TE cells, *Oct4* and *Nanog* are repressed by CDX2.^26^ In the current study, we identify POU6F1, another member of the POU-homeobox domain family transcription factors, as actively involved in this regulatory network. POU6F1 represses both *Nanog* and *Cdx2* gene expression at the morula stage in wild-type embryos, which blocks cell fate specification. If *Pou6f1* mRNA is not degraded, cells cannot differentiate, and embryos arrest as morulae during pre-implantation development. Similar observations were made in mESCs cultured *in vitro*. The up-regulated genes in *Dis3* null embryos that are occupied by POU6F1 could be either caused by POU6F1 acting as an activator by itself or in combination with other regulators. In addition, there are also many more coding and non-coding genes dysregulated in *Dis3* null embryos than *Pou6f1*, which could also cause direct or indirect changes on RNA degradation and transcription. 

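Among protein-coding genes, 121 of the 183 up-regulated genes (66.1%) had a POU6F1 consensus peak within 1 kb of a TSS, against 195 of the 260 down-regulated genes (75.0%; odds ratio 1.54, two-sided Fisher's exact test, p = 0.0435) and 7940 of the 10777 other protein-coding genes (73.7%). Occupied genes were thus found in both directions of change, and up-regulated protein-coding genes were occupied less often than the other protein-coding genes (odds ratio 0.697, Fisher's exact test, p = 0.0276). When the non-coding genes were counted as not occupied, the share of all up-regulated genes fell to 24.6%.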

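By the GENCODE vM21 annotation, 309 of the 492 up-regulated genes with a biotype (62.8%) and 16 of the 276 down-regulated genes (5.80%) were other than protein-coding (two-sided Fisher's exact test, p = 5.57e-61). Among all 13407 genes tested, 2187 (16.3%) were. The up-regulated genes comprised 183 protein-coding genes, 72 long intergenic non-coding RNA genes, 70 antisense genes, 52 genes of the class awaiting experimental proof, 33 processed pseudogenes, 31 processed transcript genes, 25 lncRNA genes that share a promoter region with a gene on the opposite strand, and genes of smaller classes. The genes called by DESeq2 gave nearly the same shares, with 63.5% of the up-regulated and 9.29% of the down-regulated genes other than protein-coding. Many of these genes overlap others, and the counting ignored the strand, so the gene of origin is uncertain for part of them.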

A possible cell-context-specific role of POU6F1 is also suggested from the different inhibitory roles on the mESC marker genes in growth and differentiation conditions: (1) POU6F1 may be required for additional genes other than *Nanog* during cell fate transition, and (2) conversely, the level of POU6F1 could be only one of the many regulators of *Nanog* repression. Consistent with these results, POU6F1 has also been reported to be essential for specification and patterning of dendrites, and its overexpression can promote dendritic outgrowth and branching.^27^ POU6F1 potentially interacts with ERBB2 and NFYC as indicated in two public databases, BioGRID^28^ and IntAct.^29^ Both ERBB2 and NFYC are nuclear proteins and have known target genes.^30,31^ POU6F1, ERBB2, and NFYC shared many binding targets, suggesting a potential cooperation of POU6F1 with the other factors in regulating the target gene’s transcription.

Our findings demonstrate that zygotic DIS3 ribonuclease is essential for the M-to-BL transition during pre-implantation development. The level of *Dis3* transcript is decreased in *Dis3* null embryos from E2.5 onward. However, these results do not rule out a function for DIS3 ribonuclease before E2.5 due to maternal persistence of *Dis3* RNA and protein. To address this issue, we synthesized a *Dis3* morpholino to block maternal RNA translation, which could expose an earlier phenotype by reducing the maternal DIS3 ribonuclease protein level. However, we obtained the same morula arrest phenotype in *Dis3* MO-injected embryos, which suggests that maternal *Dis3* RNA is not essential for early embryogenesis. 

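*Dis3* was lower in null than in het embryos at both stages. At E2.5 it was at 8.22 ± 8.12 CPM (SD, n = 4) in null, 58.7 ± 0.681 (SD, n = 2) in het and 85.2 ± 52.3 (SD, n = 6) in wild-type embryos, a log2 fold change of -2.88 in null against het (standard error 0.97, adjusted p = 0.514, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At E2.75 it was at 14.8 ± 5.98 CPM (SD, n = 3) in null, 40.6 ± 7.29 (SD, n = 5) in het and 94.3 ± 26.0 (SD, n = 3) in wild-type embryos, a log2 fold change of -1.51 (standard error 0.36, adjusted p = 0.0394, same test). The difference between the changes at the 2 stages was within the spread between embryos (two-sided exact permutation test of log2 CPM, p = 0.135). With the stages combined, the log2 fold change was -2.06 (standard error 0.53, adjusted p = 0.0253, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and every null embryo lay below every het embryo (exact permutation test, p = 5.83e-04, the smallest that these assignments can give). Null against wild-type embryos gave -3.01 (adjusted p = 9.43e-04, same edgeR test) and het against wild-type -0.94 (adjusted p = 0.711). Over the alternatives the adjusted p in null against het with the stages combined ranged from 0.00277 to 0.11. With each embryo left out in turn, the combined log2 fold change stayed between -2.30 and -1.85. At E2.75 the call was lost without null replicate 1 (adjusted p = 0.104, edgeR) and without null replicate 3 (adjusted p = 0.165, edgeR). The gene *Pibf1* overlaps *Dis3* on the opposite strand, and the exons outside the deleted interval can still give counts from the null allele.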

Whether maternal DIS3 protein regulates pre-implantation development remains unknown because conditional depletion of DIS3 ribonuclease in oocytes blocks oocyte maturation and precludes studying a post-fertilization maternal effect.^10^

The RNA exosome complex is responsible for degrading many types of RNA. Multiple studies have focused on finding a sequence-based affinity of DIS3-bound RNAs without success, suggesting that the recognition and degradation by DIS3 does not depend on sequence-defined domains.^8,9^ We reasoned that one or more persistent transcripts could cause a particular phenotype but only under certain cellular conditions or in combination with other perturbations. Indeed, among the 10 genes we screened from the up-regulated transcripts in *Dis3* null embryos, only *Pou6f1* overexpression partially phenocopied the M arrest. Due to the paucity of biological material, we profiled POU6F1 genomic occupancy in mESCs rather than in embryos. Nevertheless, we identified many POU6F1-occupied promoters whose genes are involved in cell differentiation and embryogenesis, which strongly supports a model in which POU6F1 binds to chromatin and regulates gene transcription. Based on our results with mutant isoforms of *Dis3*, it appears that cytoplasmic DIS3 can rescue BL formation, which excludes a role for nuclear RNAs in triggering morula arrest and further supports a critical cytoplasmic function of DIS3 in degrading mRNAs. In addition, another RNA-exosome-associated RNase, EXOSC10, has also been indicated to regulate pre-implantation of mouse embryos, which further highlights the essential role of the RNA exosome complex in embryonic development.^32,33^

DIS3 ribonuclease mutations and altered protein levels have been reported in several human diseases.^20,21,24,34,35^ It is interesting that DIS3^D146N^ leads to 2-cell arrest of mouse embryos, whereas DIS3^ΔPIN^, a seemingly more dramatic deletion, does not affect pre-implantation development. We reason that DIS3^D146N^ has a strong dominant-negative effect by binding to substrates without degrading them, whereas DIS3^ΔPIN^ lacks the RNA-binding activity due to structural changes and has a less dominant-negative effect. The double mutations of DIS3^D146N+D487N^ could cause such a strong effect, and presumably, a gene-edited mouse model of DIS3^D146N+D487N^ would be embryonic lethal. In addition, the loss of cell division and increased cell size phenocopy, in part, transformed cells in human cancer, which may provide a possible mechanism of DIS3 mutations causing genomic instability, DNA repair defects, and genome rearrangement in human disease. Either DIS3 substrates or the RNA exosome-mediated transcription termination that are dysregulated by DIS3 knockout can directly affect local chromatin structure.^36^ 

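In the embryos, *Mtap* (chromosome 4, 89137122 to 89181081) was at 5.91 ± 7.07 CPM (SD, n = 7) in null and 14.6 ± 9.15 (SD, n = 7) in het embryos, a log2 fold change of -1.30 (standard error 0.83, adjusted p = 0.448, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Uso1* (chromosome 5, 92137938 to 92202798) was at 22.8 ± 13.2 CPM (SD, n = 7) in null and 48.8 ± 19.5 (SD, n = 7) in het embryos, a log2 fold change of -1.09 (standard error 0.41, adjusted p = 0.150, same test), with all 7 null embryos below the het median. The test of *Uso1* alone gave p = 0.0134 over all assignments (two-sided exact permutation test). The levels of *G3bp2* and *Sec23ip* differed by less than the spread between embryos, with log2 fold changes of -0.10 (adjusted p = 0.853, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -0.09 (adjusted p = 0.931). *G3bp2* was at 788 ± 154 CPM (SD, n = 7) in null and 845 ± 199 (SD, n = 7) in het embryos, and *Sec23ip* at 39.4 ± 20.5 and 41.9 ± 11.7. None of these 4 genes was called in null against het. Normalization to the ERCC spike-ins, which moves the median of all genes down, called all 4, at log2 fold changes of -2.38 for *Mtap*, -2.27 for *Uso1*, -1.20 for *G3bp2* and -1.18 for *Sec23ip*. *Uso1* was also called by DESeq2 (adjusted p = 0.0813) and without E2.5 null replicate 1 (adjusted p = 0.0954, edgeR). Its adjusted p over the alternatives ranged from 0.00653 to 0.192. *Sec23ip* had no settled direction, since its log2 fold change lay between -0.35 and 0.04 with each embryo left out in turn.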

Dysregulated genes (*MTAP*, *G3BP2*, *SEC23IP*, *USO1*) in homozygous *Dis3* null embryos mirror those found in the most common form of melanoma (GEO: GSE22301),^37^ which also has decreased levels of *Dis3*. Thus, our study not only elucidates the essential role of DIS3 ribonuclease in early embryonic development but also highlights its conserved roles across different cellular contexts in maintaining transcriptome integrity.

Collectively, our results demonstrate the essential role of DIS3 ribonuclease in mammalian early embryogenesis. We identified *Pou6f1* mRNA as a target of DIS3 that transcriptionally represses genes necessary to establish cell lineages. Insufficient degradation of *Pou6f1* leads to loss of cell differentiation and embryonic arrest. In summary, these results highlight a not heretofore reported regulatory role for DIS3 in regulating the abundance of POU6F1 to facilitate pre-implantation development in mammals.

### Limitations of the study

First, although persistent POU6F1 blocks cell fate specification in *Dis3* null embryos, there could be other factors dysregulated by *Dis3* knockout that contribute to the developmental arrest. Second, our study did not address a possible role of DIS3 homolog, DIS3L, in pre-implantation development. Third, a possible RNA-exosome-independent role of *Dis3* may also exist, which is beyond the scope of current study.

## STAR★METHODS

### RESOURCE AVAILABILITY

#### Lead contact

Further information and requests for resources, reagents and data will be addressed by the lead contact, Jurrien Dean ( ).

#### Materials availability

All reagents and resources generated in this study are available on request from the lead contact.

#### Data and code availability

Raw data, processed counts, and peaks of the single embryo RNA-seq the ChIP-seq for POU6F1 in mouse embryonic stem cells were deposited in the NCBI Gene Expression Omnibus (GSE201218). Processed differential analysis results are in supplemental tables. All scripts including R, Jupyter notebooks and Shell were uploaded to https://github.com/Di-aswater/public-scripts-Dis3Pou6f1EmbryoArrest. Any additional information, raw images and values are available from the lead contact upon request.

### EXPERIMENTAL MODEL AND SUBJECT DETAILS

#### Knockout mice generation

*Dis3* knockout mice were generated the same way as the *Dis3* floxed allele.^10^ Briefly, two guide RNAs (gRNAs) were designed to delete exons 3–5 (Table S1). The edited gene was repaired via non-homologous end-joining (NHEJ). The gRNAs (50 ng/μL) and *Cas9* mRNA (100 ng/μL) were mixed and microinjected into 1-cell mouse embryos. During microinjection, 1-cell embryos were collected from hormonally stimulated B6D2_F1_ female mice mated to B6D2_F1_ stud male mice into M2 medium (CytoSpring M2114). Embryos were treated with hyaluronidase (0.5 mg/mL, Sigma H4272) for 1 min at 37^◦^C to remove cumulus cells. Injected embryos were washed 10 times with KSOM (CytoSpring K0113) and cultured in KSOM at 37^◦^C with 5% CO_2_ overnight. 2-cell embryos were transferred into the oviducts of pseudopregnant ICR female mice at 0.5 days post coitus. Two *Dis3* knockout mouse lines were established with different DNA sequences between exon 2 and 6 after deleting exons 3–5 due to imprecise repair. Genotyping of the mice was performed using EmeraldAmp GT PCR Master Mix (Takara Bio RR310A). Oligos and genotyping primers are listed in Table S1.

#### Use of animals

All mice were maintained in compliance with the guidelines of the Animal Care and Use Committee of the National Institutes of Health under a Division of Intramural Research, NIDDK-approved animal study protocol. All experiments conformed to the regulatory standards.

#### *Ex vivo* culture of mouse embryos

For all *ex vivo* culture experiments, female mice at 8–12 wk old were stimulated with 5 IU of eCG for 48 h and 5 IU of hCG for 14 h and mated with male mice. Embryos were dissected in M2 medium, treated with hyaluronidase (0.5 mg/mL) for 1 min at 37^◦^C to remove cumulus cells. Embryos were washed 10 times with KSOM and cultured in KSOM at 37^◦^C with 5% CO_2_ until the desired developmental stage.

#### mESC derivation and directed differentiation

*Dis3^flox/flox^* female mice^10^ were stimulated sequentially with PMCG and hCG and mated to *Dis3^flox/flox^* male mice. Embryos were flushed from the uterus 3.5 days post coitus with pre-warmed ESGRO Complete Basal Medium (Sigma SF002). All wells of a 24-well plate were treated with 0.5 mL Gelatin solution (Sigma-Aldrich SF008) for 30 min at room temperature. After removing Gelatin, 0.5 mL pre-warmed ESGRO Complete Plus Clonal Grade Medium (Sigma SF001) was added into each well of the plate. Embryos at the blastocyst stage were transferred individually into each well. Embryos were cultured in ESGRO Complete Plus Clonal Grade Medium for 5 days at 37^◦^C with 5% CO_2_ and outgrowth of cells was observed from some embryos. Cells were treated with Accutase (Sigma-Aldrich SF006) at 37^◦^C for 1 min to dissociate into single cells. 1–5 single cells were transferred into fresh ESGRO Complete Plus Clonal Grade Medium, cultured, and maintained as a stable cell line. Cells were split when reaching 50% confluence and forming spheroids of 20–50 cells. For differentiation, cells were dissociated, washed with SF002 medium, and cultured in SF002 medium at 37^◦^C with 5% CO_2_ for 3 days. Transfection of mESCs is described in Method details below.

### METHOD DETAILS

#### Microinjection

The microinjection system consisted of a Zeiss inverted microscope, an Eppendorf Femtojet 4i Injector, a pair of Eppendorf Trans-ferman NK2 micro manipulators. The injector was set to auto mode, the injection time was 0.1 s, the compensation pressure was 15 and the injection pressure was 500. Needles were pulled from borosilicate glass with filament (BF150–75-10) using a Sutter Flaming/Brown Micropipette Puller. Injection solutions (2 μl) were loaded into the needle with an Eppendorf loading pipet Microloader (930001007) from the back. The holding pipets were Eppendorf VacuTip I (5195000036). Embryos were stored in pre-warmed M2 medium on a slide prior to and during microinjection.

#### Plasmid construction

The coding region of mouse *Dis3* gene was amplified from pcDNA3-mDIS3-FLAG, which was a gift from Dr. Zissimos Mourelatos (Addgene plasmid # 60046; http://n2t.net/addgene:60046; RRID: Addgene_60046).^40^ The T7 promoter sequence and the *Dis3* coding region were cloned into the vector pcDNA4-TO-Puromycin-mVenus-MAP, which was a gift from Dr. Dannel McCollum (Addgene plasmid # 44118; http://n2t.net/addgene:44118; RRID: Addgene_44118).^41^ The mutations of the *Dis3* gene were cloned using Gibson assembly.

The coding regions of selected DIS3 substrates, including *Pou6f1*, *Sox15*, *Efhd1*, *Pigl*, *Wdr45*, *Ovol2*, *Fbp1*, *Cacnb1*, *Cox6b2* and *Ninj2* were synthesized as dsDNA using gBlocks Gene Fragments (Integrated DNA Technologies, Inc). The T7 sequence and the synthesized fragments were cloned into pcDNA3.1-mCherry using Gibson assembly and their sequences are in Table S1.

#### Synthesis of mRNA

For mRNA synthesis from pcDNA4-TO-Puromycin-mVenus-MAP or pcDNA3.1 based plasmids, XbaI (NEB) was used to linearize the plasmid and DNA templates were purified with QIAquick PCR Purification Kit. RNA was synthesized with a mMESSAGE mMACHINE T7 ULTRA Transcription Kit (Thermo Fisher AM1345). In each 20 μL reaction, there were 2 μL of 10X T7 Reaction Buffer, 10 μL of 2X NTP/ARCA buffer, 2 μL of T7 enzyme, and 500 ng of linearized DNA template in nuclease free water. Reactions were mixed, incubated at 37^◦^C for 2 h and treated with 2 μL TURBO DNase. Reactions were polyadenylated per manufacturer’s guide. In each polyadenylation reaction, there were 20 μL 5X E-PAP buffer, 10 μL 25 mM MnCl_2_, 10 μL ATP solution, 36 μL nuclease free water, 4 μL E-PAP and 20 μL of the *in vitro* transcription reaction mix. Reactions were cultured at 37^◦^C for 45 min. Synthesized RNAs were purified with a MEGAclear Transcription Clean-Up Kit (Thermo Fisher AM1908).

#### Immunofluorescence staining and confocal microscopy of embryos

Embryos at desired stages were fixed (2% paraformaldehyde, 30 min, 37^◦^C). Embryos were washed twice with PBVT (PBS-3 mg/mL, polyvinylpyrrolidone-40, 0.1% Tween 20) and incubated with 0.5% Triton X-100 in PBS for 30 min. Embryos were blocked with 5% goat serum in PBVT for 1 h and incubated in primary antibodies overnight at 4^◦^C. On the second day, embryos were washed three times with PBVT and incubated with secondary antibodies overnight at 4^◦^C. On the third day, embryos were washed four times with PBVT, treated with Hoechst for 15 min and immediately transferred into 18-well dish (Ibidi 81817) for confocal microscopy. Images were obtained with a Zeiss LSM 780 microscope and processed with ImageJ Fiji software.

#### Single embryo RNA-seq

RNA-seq of single embryos was performed using GT-seq as described previously.^38^ Briefly, *Dis3*^*+/*−^ female mice were hormonally stimulated with PMSG followed by hCG and mated with *Dis3*^*+/*−^ male mice. Embryos were collected individually into 2.5 μL RLT (RNeasy) buffer at E2.5 and E2.75. 1 μL ERCC spike-in (1:100,000, ThermoFisher 4456740) was added to each sample. RNA was separated by oligo-dT conjugated beads, and the residual genomic DNA was used for genotyping of each embryo. In total, there were 6 wildtype, 2 heterozygous and 4 homozygous null embryos at the E2.5 stage, and 3 wildtype, 5 heterozygous and 3 homozygous null embryos at the E2.75 stage. RNA was reverse transcribed through template switch method and Superscript II reverse transcriptase (ThermoFisher 18064014). cDNA was amplified for 18 cycles and purified with Agencourt AMPure beads (A63881). Purified cDNA was evaluated with Agilent Bioanalyzer and made into sequencing libraries using the Nextera XT Sample Preparation Kit. RNA sequencing was performed at the NIDDK Genomic Core using HiSeq 2500.

#### RNA-seq analysis

RNA-seq raw reads were quality trimmed using Cutadapt (v3.4) with “-m 10 -j 8 -q 20,20 parameters”.^42^ Reads were mapped to GRCm38 using STAR (v2.7.8a) with default parameters to generate sorted BAM files.^43^ BAM files were counted by HTSeq (v0.11.4) with “-m intersection-strict -f bam -s no” parameters.^44^ Count files were used for differential analysis with DESeq2 to obtain differentially expressed genes.^45^ Differential analysis was performed individually at each stage and then two stages were merged by genotype to perform differential analysis between genotypes. Volcano plots were generated with Jupyter-notebook. All scripts were posted to Github (https://github.com/Di-aswater/public-scripts-Dis3Pou6f1EmbryoArrest).

#### Transfection of mESCs

mESC transfection was performed with Lipofectamine 2000 Transfection Reagent (ThermoFisher 11668027). Derived mESCs were treated with Accutase at 37^◦^C for 1 min to dissociate into single cells and washed with ESGRO Complete PLUS Clonal Grade Medium. Cells were transfected (500 μL per well) in a 24-well plate.

For each well, DNA (0.5 μg) was diluted with 50 μL ESGRO Complete PLUS Clonal Grade Medium. Lipofectamine 2000 (1 μL) was diluted with 50 μL ESGRO Complete PLUS Clonal Grade Medium and incubated for 5 min at room temperature. The diluted DNA and Lipofectamine 2000 were mixed and incubated for 5 min at room temperature. The transfection solution was added to cells and mixed thoroughly by rotating 10 times. Cells were cultured at 37^◦^C for 30 min, centrifuged at 1,300 rpm for 5 min, and dispensed into fresh ESGRO Complete PLUS Clonal Grade Medium.

#### Immunofluorescence staining and confocal microscopy of mESCs

Cells were fixed using 4% paraformaldehyde (30 min, room temperature). Cells were washed twice with PBS and permeabilized with 0.5% Triton X-100 for 30 min. Cells were blocked with 5% goat serum diluted in PBS-0.1% Tween 20 for 1 h at room temperature. Cells were incubated with primary antibodies overnight at 4^◦^C. On the second day, cells were washed with PBS-0.1% Tween 20 for 20 min X4 and incubated with secondary antibodies. On the third day, cells were washed with PBS-0.1% Tween 20 for 20 min X4, incubated with DAPI and imaged using a Zeiss LSM 780 confocal microscope. At each step, cells were collected by centrifuging at 1300 rpm for 5 min.

#### Quantitative RT-PCR of mESCs

Cells were washed with PBS and collected in RLT (RNeasy) buffer. Total RNA was extracted with a Qiagen RNeasy Plus Micro Kit (74,034). Total RNA was used for reverse transcription with a ProtoScript First Strand cDNA Synthesis Kit (New England Biolabs E6300S) in a 20 μL reaction. For each reaction, there was 1 μg total RNA and 2 μL d(T)_23_VN oligos (50 μM) in nuclease free water (8 μL total). The mixture was denatured for 5 min at 70^◦^C, spun down briefly and put on ice. In each reverse transcription reaction, there was 10 μL AMV Reaction Mix, 2 μL AMV Enzyme Mix, and 8 μL RNA mix prepared as described above. Reactions were incubated at 25^◦^C for 5 min, 42^◦^C for 1.5 h and 80^◦^C for 5 min. The generated cDNA was diluted to 50 μL by adding 30 μL nuclease free water. qRT-PCR was performed with iTaq Universal SYBR Green Supermix (Bio-Rad Laboratories 1725122). 10 μL reactions were performed in a MicroAmp Optical 384-Well Reaction Plate with Barcode (4309849). In each reaction, there were 5 μL 2X Supermix, 0.25 μL each primer (10 μM), 0.5 μL DNA (1–10 ng/μL) and 4 μL water. qPCR reactions were performed using QuantStudio 6 Flex Real-Time PCR System (Thermo Fisher Scientific).

#### ChIP-seq

mESCs were transfected with pCAG-mCherry or pCAG-pou6f1-mCherry. Each transfection sample was performed using 15 μg DNA and 30 μL Lipofectamine 2000 (details described above) in a T75 cell culture flask of about 1,000,000 cells. Each sample had three biological replicates. Cells were dissociated by Accutase and collected into lobind tubes 48 h after transfection. ChIP-seq libraries were prepared using True MicroChIP & MicroPlex Library Preparation Package (C01010131) according to the manufacturer’s instructions. Briefly, cells were washed with PBS and fixed by 1% formaldehyde (15 min, room temperature). Crosslinking was terminated by adding glycine (115 μL per 1 mL reaction) and incubated for 5 min at room temperature. Cells were washed twice with HBSS (ThermoFisher 14170112), collected, and frozen overnight at −80^◦^C. On the second day, cells were lysed and sonicated using the Bioruptor for 10 cycles. Sheared DNA was purified using phenol/chloroform/isoamyl alcohol (25:24:1) (Sigma-Aldrich P2069). 20 μL from each sample was removed as the input sample and held at −80^◦^C. 1 μg anti-mCherry antibody (Abcam Ab167453) or rabbit IgG was added into each sample. Samples were incubated overnight at 4^◦^C. Pre-treated magnetic beads were added to each sample and incubated for 2 h at 4^◦^C. Samples were washed, de-crosslinked and purified using phenol/chloroform/isoamyl alcohol (25:24:1). Quality of the samples was evaluated by Bioanalyzer 2100. Samples were used for library preparation following the MicroPlex Library Preparation manual, purified with Agencourt AMPure XP beads, and pooled for sequencing. The sequencing was performed at the NIDDK Genomics Core using HiSeq 2500.

#### ChIP-seq analysis

Original ChIP-seq fastq files were aligned to GRCm38 using Bowtie2 (v2.4.4).^46^ Generated SAM files were converted to BAM files, sorted, and filtered for uniquely mapping reads using Sambamba (v0.8.1).^47^ Peaks were called using MACS2 (v2.2.7.1),^48^ and the anti-IgG sample and anti-mCherry of mCherry transfected samples used as controls, respectively. Each biological replicate was processed individually to obtain peaks. Consensus peaks were generated using BEDtools (v2.30.0).^49^ When plotting heatmaps, coverage values (CPM normalized) were calculated from BAM files using deepTools (v3.5.1),^50^ and processed with computeMatrix and plotHeatmap functions of deepTools.

#### Electrophoretic mobility shift assay (EMSA)

*Pou6f1* probe was synthesized by *in vitro* transcription. The *Pou6f1* exon 8 was selected as the probe because of the DIS3 occupancy in the PAR-CLIP seq result.^9^ The probe was 121 nt long (Table S1), and its template was synthesized as ssDNA by adding T7 in the 5^′^ end and T3 in the 3^′^ end (Table S1). The ssDNA was PCR amplified by T7 and T3 primers. Purified dsDNA was used as the template for *in vitro* transcription using MEGAscript T7 Transcription Kit (ThermoFisher AM1333). For unlabeled probe synthesis, each reaction had 2 μL 75 mM ATP, GTP, CTP, UTP, respectively, plus other essential components per manufacture’s user guide. For Biotin-labeled probe synthesis, each reaction had 2 μL 75 mM ATP, 2 μL 75 mM GTP, 1.5 μL 75 mM CTP, 1.5 μL 75 mM UTP, 3.75 μL 10 mM Bio-11-CTP (ENZO ENZ-42818), 3.75 μL 10 mM Bio-11-UTP (Thermo Scientific AM8450) plus other essential components. Synthesized probes were purified by Ambion RNAqueous columns (Invitrogen AM1912).

To prepare the crude cell extract, pcDNA4-TO-Dis3ΔNLS-D146N-D487N-mVenus plasmid was transfected into the derived mESCs and cultured for 48 h. Cells were collected, washed and transferred to newly prepared lysis buffer (150 mM NaCl, 1% Triton X-100, 50 mM Tris-Cl, Protease inhibitor cocktail, pH 7.4). Cell-lysis solution was mixed by vortex and incubated on ice for 30 min. Lysis was frozen at −80^◦^C overnight, thawed, diluted to 1 mg/mL, and centrifuged at 12,000 rpm for 10 min to remove debris before use. EMSA was performed using LightShift Chemiluminescent RNA EMSA Kit (Thermo Scientific 20,158). DNA Retardation Gels (6%) was used (Thermo Scientific EC6365BOX). In each 20 μL reaction, there were 1 μL RNase inhibitor (ThermoFisher), 2 μL 10X binding buffer, 1 μL 50% glycerol, 1 μL 100 mM MgCl_2_,1 μL 1 ng/μL bio-probe, 2 mL 0.1 ng/μL unlabeled probe (when necessary), 1 μL protein extract and 1 μL anti-FLAG (Sigma F1804) in ultrapure water. Probes were denatured by incubation at 80^◦^C for 5 min, spun down and put on ice right before use. Reactions were incubated at room temperature for 30 min. 5 μL 5X loading buffer was added to each 20 μL reaction and mixed by pipetting. 20 μL of reaction was loaded onto each well for electrophoresis through 6% non-denaturing polyacrylamide gel in 0.5X TBE buffer, transferred to a nylon membrane (Thermo Scientific AM10100), crosslinked to the membrane by a commercial UV-light crosslinking instrument (120 mJ/cm^2^ for 60 s). Membrane was incubated by the blocking buffer, washing buffer, substrate equilibration buffer and detected per user’s guide.

### QUANTIFICATION AND STATISTICAL ANALYSIS

Statistical analyses in Figures 1–3 were performed using two-tailed Student’s t-test. P values are labeled in each figure and the figure legends. All group photos were from one assay out of at least three repeated assays. All single embryo photos were the most representative picture from all repeated experiments. The number of samples/embryos is labeled in each figure or figure legend. In the RNA-seq analysis, P-adj <0.1 and log_2_ fold change >1 was implemented to filter the significantly changed genes.

## Supplementary Material

1

2

3

4

5

## Figures and Tables

**Figure 1.**
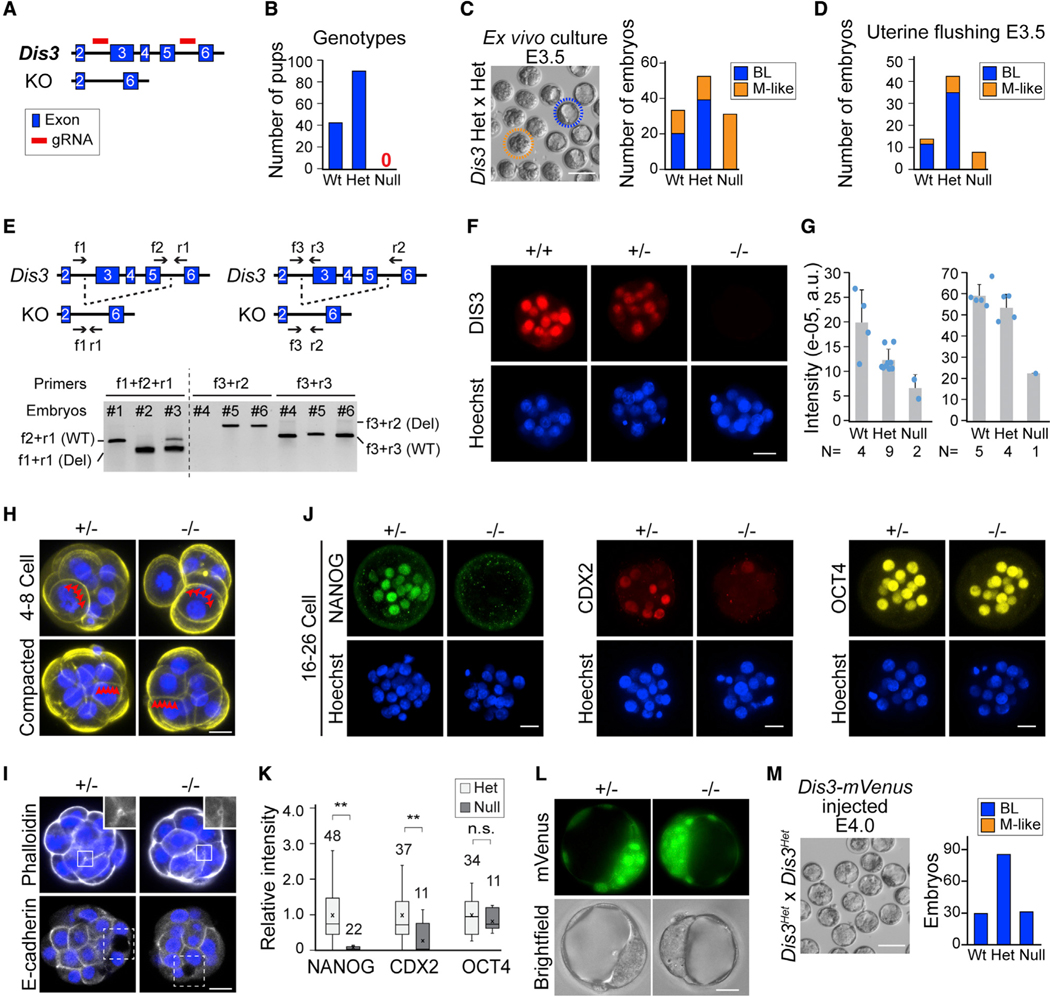
*Dis3* null embryos arrest at the morula-to-blastocyst transition and lack cell differentiation (A) Schematic of *Dis3* knockout mice construction. Exons 3–5 are absent in the *Dis3* null allele. (B) Bar graph showing the number of pups of each genotype born from *Dis3* heterozygous mating. (C and D) Number of blastocysts (BLs) and morula-like (M-like) embryos in *ex vivo* culture (C) and uterine flushing (D) at E3.5 derived from *Dis3* heterozygous matings. (E) Schematic of the null allele and genotyping. Two genotyping strategies are illustrated. Arrows indicate the positions of primers used. In the first strategy (left), f2+r1 are specific to the wild-type (WT) allele, and f1+r1 are specific to the null allele. In the second strategy (right), f3+r3 are specific to the WT allele, and f3+r2 are specific to the null allele. #1–6, six embryos: #1 and #4, WT; #2, homozygous null; #3, #5, and #6, heterozygous. (F and G) Immunofluorescence and quantification of DIS3 in WT (+/+) and *Dis3* heterozygous (+/−) and homozygous (−/−) null embryos. The two bar graphs are from two representative assays. Each bar graph shows embryos derived from one *Dis3* heterozygous female after mating to a *Dis3* heterozygous male. The number of embryos is indicated below each bar. a.u., arbitrary unit. (H) Phalloidin staining of *Dis3* heterozygous (+/−) and null (−/−) embryos at the 4- to 8-cell stage before and after compaction. Red triangles indicate boundaries of blastomeres. (I) Immunofluorescence of heterozygous (+/−) and homozygous (−/−) null embryos after staining with phalloidin and E-cadherin. Insets, regions enlarged to show the microlumen. (J and K) Immunofluorescence and quantification of NANOG, CDX2, and OCT4 in *Dis3* heterozygous (+/−) and homozygous (−/−) null embryos. **NANOG, p = 2.2E−10; **CDX2, p = 0.0006; n.s., not significant; two-tailed Student’s t test. (L) mVenus fluorescence of the injected *Dis3-mVenus* mRNA in *Dis3* heterozygous (+/−) and homozygous (−/−) null embryos. (M) Number of BL and M-like embryos in *ex vivo* culture at E3.5 of embryos derived from *Dis3* heterozygous mating and microinjected with *Dis3-mVenus* mRNA at 1-cell stage. Scale bars, 100 μm in (C) and (M) and 20 μm in (F), (H)–(J), and (L).

**Figure 2.**
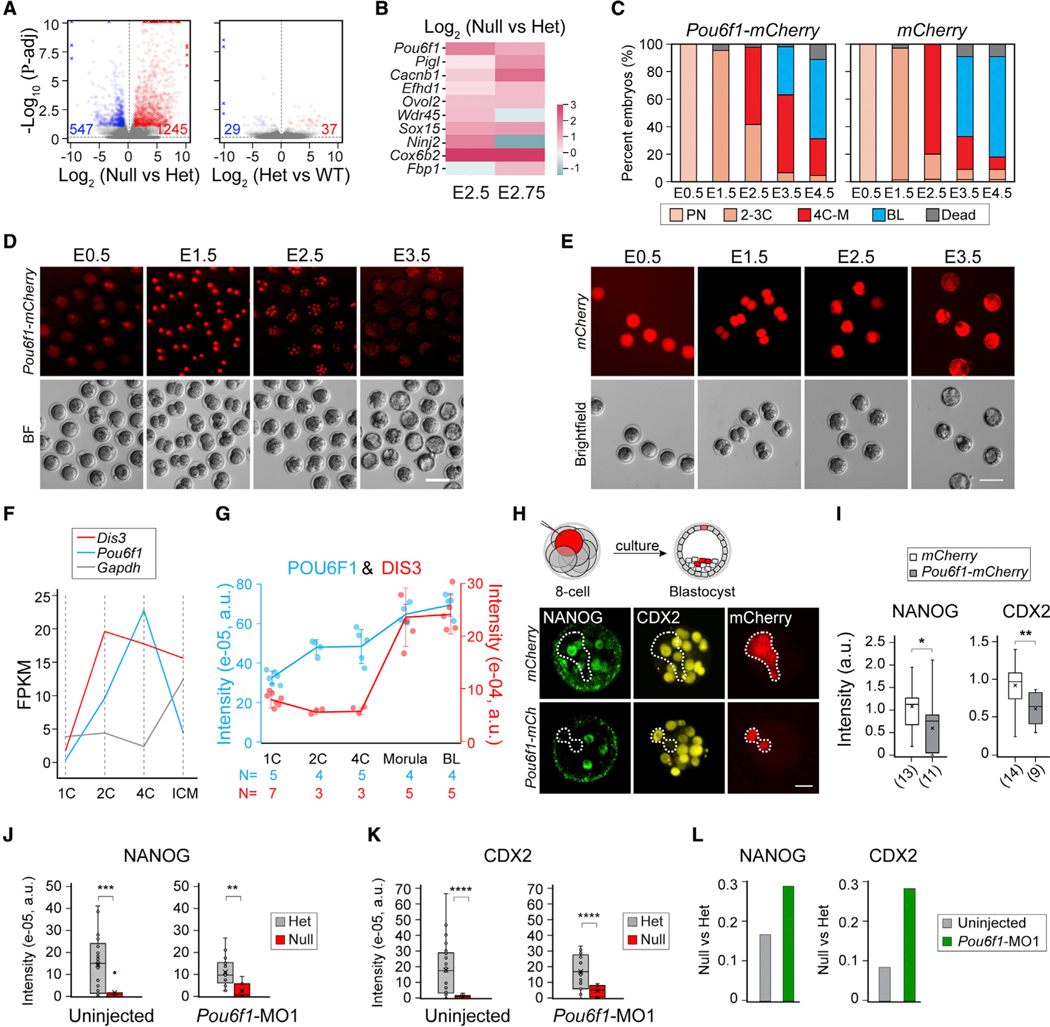
*Pou6f1* is up-regulated in *Dis3* null embryos and blocks *Nanog* and *Cdx2* transcription (A) Volcano plots showing differentially expressed genes from single-embryo RNA-seq of combined analyses of E2.5 and E2.75. Left, *Dis3* homozygous vs. heterozygotes (het) embryos (null vs. het); right, *Dis3* het vs. WT (het vs. WT). Blue and red, significantly down- and up-regulated genes, respectively (adjusted p value [p-adj] < 0.1). (B) Heatmap showing the change of 10 selected genes in null vs. het at E2.5 and E2.75. (C) Bar graph showing the ratio of embryos at each stage from E0.5 to E4.5 in *ex vivo* culture. WT 1-cell embryos (around 20) were injected either with *Pou6f1-mCherry* (n = 21) or *mCherry* (n = 19). Results combine two assays. (D and E) Fluorescent and bright-field images of embryos from E0.5 to E3.5 that were either *Pou6f1-mCherry* injected or *mCherry* injected. (F) Fragments per kilobase million (FPKM) of *Pou6f1, Dis3*, and *Gapdh* from GEO: GSE57249 RNA-seq results of blastomeres at different stages of mouse preimplantation development. (G) Quantification of POU6F1 (blue) and DIS3 (red) proteins by immunofluorescence at 1C, 2C, 4C, M, and BL stages. The number of embryos is indicated below each stage. (H and I) Schematic, immunofluorescence staining, and quantification of NANOG and CDX2 in blastomeres injected with *Pou6f1-mCherry* or *mCherry* (in mCherry-positive cells). *NANOG, p = 0.096; **CDX2, p = 0.009. (J and K) Quantification of NANOG and CDX2 immunofluorescence in *Dis3* het and homozygous embryos (null) at E3. Embryos are either uninjected or microinjected with *Pou6f1*-MO1 0.5 mM at the 1C stage. ***p = 0.00011 in (J), **p = 0.0014 in (J), ****p = 3.1E–5 in (K), left, ****p = 5.3E–5 in (K), right. (L) Bar graph showing the ratio of NANOG and CDX in *Dis3* null vs. het embryos. The value of the bar is calculated by the mean values of each group from (J) and (K). Scale bars, 20 μm in (H) and 100 μm in (D) and (E).

**Figure 3.**
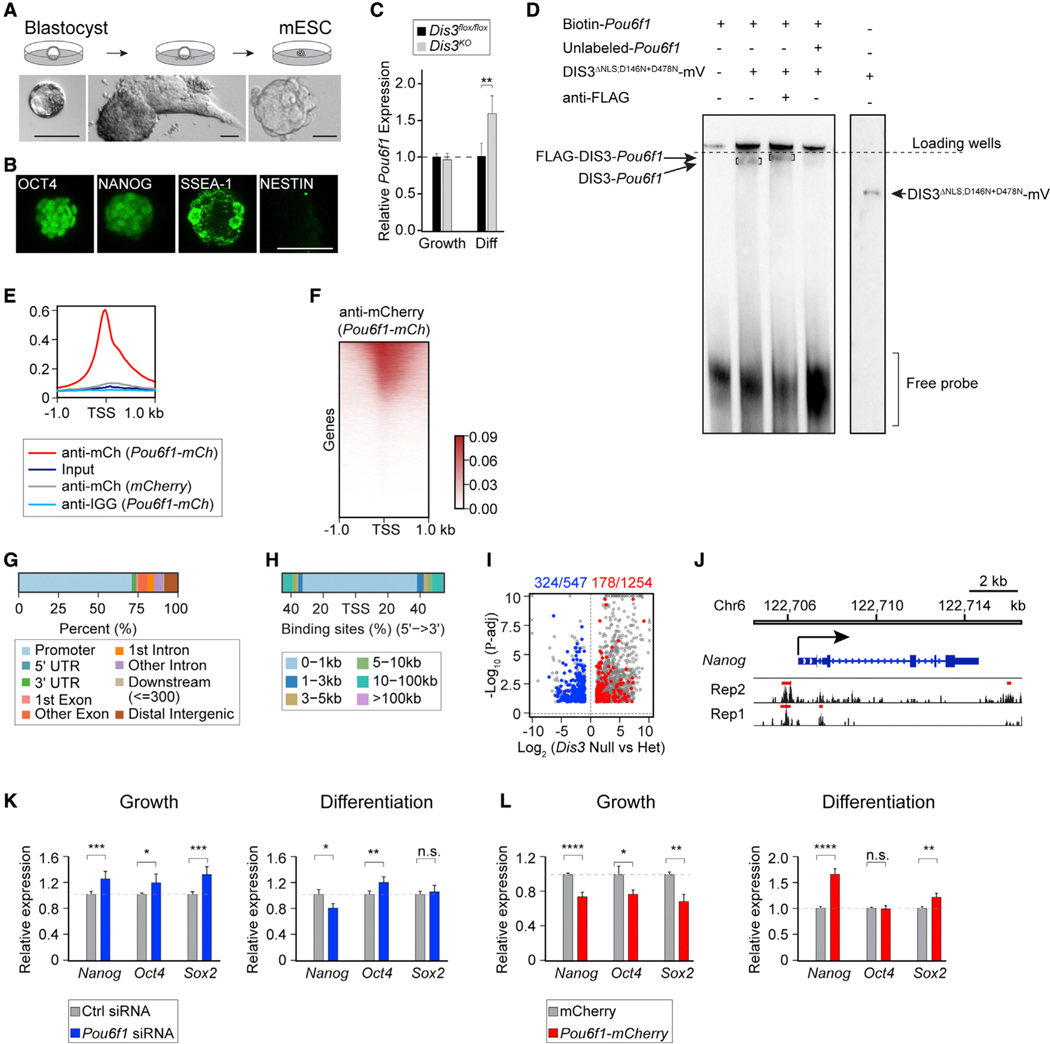
POU6F1 globally occupies promoters to regulate gene transcription in mouse embryonic stem cells (A) Schematic of mouse embryonic stem cell (mESC) derivation from *Dis3*^*flox/flox*^ BLs. (B) Immunofluorescence staining of OCT4, NANOG, SSEA-1, and NESTIN in mESCs. (C) Bar graph showing *Pou6f1* changes in growth and differentiation (Diff) phases of mESCs after knockout of *Dis3*. **p = 0.01. (D) Electrophoretic mobility shift assay (EMSA) result showing DIS3^ΔNLS;D146N+D478N^-mVenus protein binding to *Pou6f1* RNA. D146N+D487N, double mutation of DIS3. ΔNLS, nuclear localization signal peptide deleted, as described in Figure 4. On the right shows the protein band detected in immunoblot using anti-FLAG (engineered epitope in the mVenus protein). Two results are aligned by the positions of loading wells and loading dye. (E and F) Profile and heatmap of POU6F1 occupancy from ChIP-seq analysis. (G and H) Distribution of POU6F1 occupied genome loci in different genomic regions and the relative distances of the peaks to TSSs. (I) Volcano plot of significantly changed genes from RNA-seq (from Figure 2A) having POU6F1 occupancy. Blue and red, significantly changed down- and up-regulated genes in *Dis3* null vs. het that are occupied by POU6F1. (J) POU6F1 peaks on *Nanog*. Rep1 and 2: two biological replicates. Red bars: peaks called against anti-immunoglobulin G (IgG) samples. (K) qRT-PCR of *Nanog*, *Oct4*, and *Sox2* by POU6F1 knockdown using *Pou6f1* siRNA transfection. Cells are in the growth condition (left) or differentiation condition (right). ***Nanog, 0.0007, *Oct4, 0.02, ***Sox2, 0.0002 in growth condition; *Nanog, 0.03, **Oct4, 0.007, n.s., not significant in differentiation condition. (L) qRT-PCR of *Nanog*, *Oct4*, and *Sox2* by POU6F1 overexpression using *Pou6f1-mCherry* transfection. Cells are in the growth condition (left) or differentiation condition (right). ****Nanog, 7e-05, *Oct4, 0.02, **Sox2, 0.007 in growth condition; ****Nanog, 3e-05, n.s., not significant, **Sox2, 0.004 in differentiation condition. Scale bars, 100 μm in (A) and 50 μm in (B).

**Figure 4.**
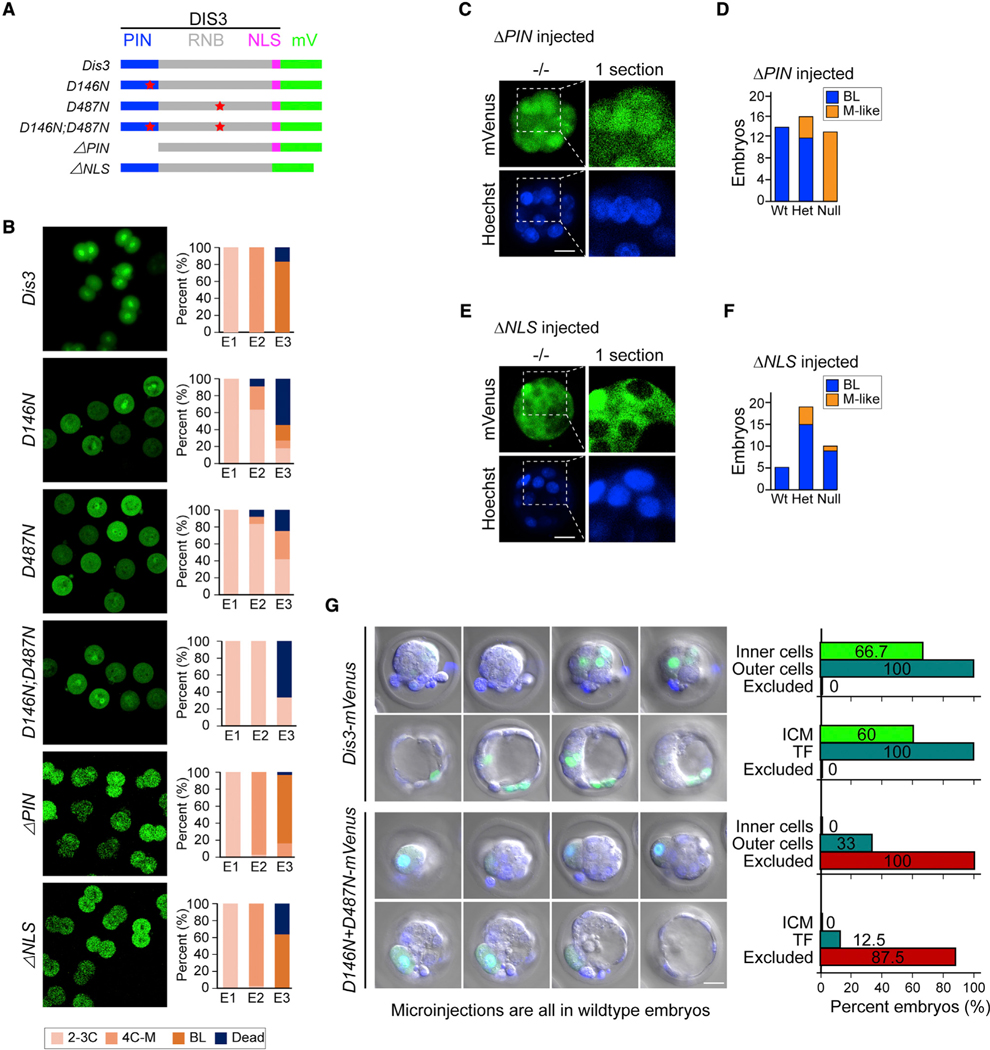
Mutant forms of DIS3 can induce cell exclusion in early embryonic development (A) Schematic of all DIS3 mutant forms of protein. PIN: DIS3 PIN domain; RNB: DIS3 RNB domain; NLS: DIS3 nuclear localization signal; mV: mVenus coding region. (B) Fluorescent live imaging of DIS3 mutant proteins and the ratio of embryos at different stages from E1 to E3. All proteins have a mVenus tag at the C terminus as illustrated in (A). (C) Fluorescent live imaging of DIS3^ΔPIN^-mVenus protein at the BL stage in *Dis3* null embryos. Embryos were microinjected with *Dis3*^*ΔPIN*^*-mVenus* mRNA, cultured, imaged individually, and collected for single-embryo genotyping. The whole embryo picture is a z-projection of optical sections. The boxed zone is magnified on the right, and only 1 optical section is shown to visualize the fluorescence localization. (D) Ratio of BL and M-like embryos from *Dis3* heterozygous mating and microinjected with *Dis3*^*ΔPIN*^*-mVenus* mRNA. (E) Same as (C) but after microinjection of *Dis3*^*ΔNLS*^*-mVenus* mRNA. (F) Same as (D) but after microinjection of *Dis3*^*ΔNLS*^*-mVenus* mRNA. (G) Fluorescent live imaging and cell position quantification after microinjection with *Dis3-mVenus* or *Dis3*^*D146N+D487N*^*-mVenus* mRNA into 1–2 blastomeres at the 4- to 8-cell stage of WT embryos. Cell positions were visually identified as inner, outer, and excluded based on their position and size. Fluorescent marker is mVenus of the injected mRNA encoding the fusion protein. Scale bars, 100 μm in (B) and 20 μm in (C), (E), and (G).

**Table:** KEY RESOURCES TABLE

REAGENT or RESOURCE	SOURCE	IDENTIFIER
Antibodies		

Anti-mCherry	Abcam	Ab167453; RRID:AB_2571870
Anti-E-cadherin	Cell Signaling	3195S; RRID:AB_2291471
Anti-NANOG	Abcam	Ab80892; RRID:AB_2150114
Anti-CDX2	Abcam	Ab76541; RRID:AB_1523334
Anti-OCT4	Abcam	Ab19857; RRID:AB_445175
Anti-DIS3	Abcam	Ab223767
Anti-POU6F1	Lifespan Biosciences	LS-C482796-100
Anti-SSEA-1	Abcam	Ab16285; RRID:AB_870663
Anti-NESTIN	R&D Systems	MAB2736-SP
Goat anti-rabbit IgG (H + L) cross-adsorbed secondary antibody, Alexa Fluor 546	Invitrogen	A-11010
Goat anti-mouse IgG (H + L) cross-adsorbed secondary antibody, Alexa Fluor 647	Invitrogen	A-21235
Goat anti-rabbit IgG (H + L) cross-adsorbed Secondary Antibody, Alexa Fluor 488	Invitrogen	A-11008
Goat anti-Mouse IgG (H + L) cross-adsorbed Secondary Antibody, Alexa Fluor 488	Invitrogen	A-11001
Anti-cleaved caspase3	Cell Signaling Technology	9661s; RRID:AB_2341188
Anti-FLAG	Sigma	F1804; RRID:AB_262044

Chemicals, peptides, and recombinant proteins		

Paraformaldehyde	Electron Microscopy Sciences	50-980-492
Goat serum	Sigma-Aldrich	G9023-10ML
Phenol/chloroform/isoamyl alcohol (25:24:1)	Sigma-Aldrich	P2069
Phalloidin	ThermoFisher	A12379
Tween 20	Sigma-Aldrich	P1379-25ML
DAPI	Sigma-Aldrich	D9542-1MG
Triton X-100, 10%	ThermoFisher	85111
BSA	MP Biomedicals	0216006910
Hyaluronidase from bovine testes	Sigma-Aldrich	H4272-30mg
DTT	Sigma-Aldrich	10197777001
Mineral oil	Sigma-Aldrich	M5310-1L
PVP-40	Sigma-Aldrich	PVP40-100G
Bio-11-CTP	ENZO	ENZ-42818
Bio-11-UTP	Thermo Scientific	AM8450
SUPERase$ In^™^ RNase Inhibitor (20 U/mL)	ThermoFisher	AM2694
Novex^™^ TBE Running Buffer	Thermo Scientific	LC6675
Gelatin	Sigma-Aldrich	SF008

Critical commercial assays		

Alkaline Phosphatase Staining Kit II	Biotrend	00-0055
Lipofectamine 2000 Transfection Reagent	ThermoFisher	11668027
RNeasy Plus Micro Kit	Qiagen	74034
ProtoScript First Strand cDNA Synthesis Kit	New England Biolabs	E6300S
iTaq^™^ Universal SYBR^®^ Green Supermix	Bio-Rad Laboratories	1725122
MicroAmp^™^ Optical 384-Well Reaction Plate	ThermoFisher	4309849 with Barcode
MicroAmp^™^ Optical Adhesive Film	ThermoFisher	4360954
True MicroChIP & MicroPlex Library Preparation^™^ Package	Diagenode	C01010131
mMESSAGE mMACHINE^®^ T7 ULTRA Transcription Kit	ThermoFisher	AM1345
MEGAshortscript^™^ T7 Transcription Kit	ThermoFisher	AM1354
MEGAclear^™^ Kit	ThermoFisher	AM1908
RNeasy Protect Mini Kit	Qiagen	74124
RNase-Free DNase Set (50)	Qiagen	79254
SuperScript^™^ II Reverse Transcriptase	ThermoFisher	18064014
QuickExtract^™^ DNA Extraction Solution	Epicentre	QE09050
HBSS	ThermoFisher	14170112
EmeraldAmp^®^ GT PCR Master Mix	Takara Bio	RR310A
MEGAscript^™^ T7 Transcription Kit	ThermoFisher	AM1333
RNAqueous^™^ Total RNA Isolation Kit	Invitrogen	AM1912
LightShift^®^ Chemiluminescent RNA EMSA Kit	Thermo Scientific	20158
ERCC RNA Spike-In Mix	ThermoFisher	4456740

Deposited data		

Raw and processed RNA-seq data	This study	GSE201218
Raw and processed ChIP-seq data	This study	GSE201218

Experimental models: Cell lines		

*Dis3* knockout mice	This study	N/A
*Dis3* flox/flox mice and derived mouse embryonic stem cell lines	This study	N/A

Oligonucleotides		

All primers used for genotyping and qRT-PCR (Table S1)	This study	N/A
All sgRNAs for CRISPR/Cas9 (Table S1)	This study	N/A
Template switch oligo	Macaulay et al., 2016^38^	N/A
*Dis3* morpholino (Table S1)	This study (Gene Tools)	N/A
*Dis3 specific* control morpholino (Table S1)	This study (Gene Tools)	N/A
*Pou6f1* morpholino (Table S1)	This study (Gene Tools)	N/A
Control morpholino	Gene Tools	Random Control Oligo 25-N
*Pou6f1* siRNA	Thermo Scientific	s71995
*Control* siRNA	Thermo Scientific	Silencer ^®^Select Negative Control #1 siRNA

Recombinant DNA		

pCAG-mCherry	This study	N/A
pCAG-Pou6f1-mCherry	This study	N/A
pcDNA3.1-mVenus	This study	N/A
pcDNA3.1-mCherry	This study	N/A
pcDNA4-TO-Dis3cds-mVenus-puro	This study	N/A
pcDNA4-TO-Dis3D146N-mVenus	This study	N/A
pcDNA4-TO-Dis3D487N-mVenus	This study	N/A
pcDNA4-TO-Dis3D146N-D487N-mVenus	This study	N/A
pcDNA4-TO-Dis3ΔPIN-mVenus	This study	N/A
pcDNA4-TO-Dis3ΔNLS-mVenus	This study	N/A
pcDNA4-TO-Dis3ΔNLS-D146ND487N-mVenus	This study	N/A
pcDNA3.1-Pou6f1-mCherry	This study	N/A
pcDNA3.1-Sox15-mCherry	This study	N/A
pcDNA3.1-Cox6b2-mCherry	This study	N/A
pcDNA3.1-Efhd1-mCherry	This study	N/A
pcDNA3.1-Ovol2-mCherry	This study	N/A
pcDNA3.1-Ninj2-mCherry	This study	N/A
pcDNA3.1-Pigl-mCherry	This study	N/A
pcDNA3.1-Cacnb1-mCherry	This study	N/A
pcDNA3.1-Fbp1-mCherry	This study	N/A
pcDNA3.1-Wdr45-mCherry	This study	N/A
pcDNA3.1-Pou6f1-mCherry-3UTR	This study	N/A
pCAG-Cre-IRES2-GFP	Addgene Woodhead et al., 2006^39^	# 26646
pcDNA3-mDIS3-FLAG	Addgene Liu et al., 2014^40^	# 60046
pcDNA4-TO-Puromycin-mVenus-MAP	Addgene Ma et al., 2012^41^	# 44118

Software and algorithms		

ImageJ Fiji	ImageJ Fiji	N/A
Python 3	Python Foundation	N/A
RStudio	RStudio	N/A
Cutadapt (v3.4)	NBIS (National Bioinformatics Infrastructure Sweden) Martin, 2011^42^	N/A
STAR (v2.7.8a)	Dobin et al., 2013^43^	N/A
HTSeq (v0.11.4)	Anders et al., 2015^44^	N/A
DESeq2	Love et al., 2014^45^	N/A
Bowtie2 (v2.4.4)	Langmead, et al., 2012^46^	N/A
Sambamba (v0.8.1)	Tarasov et al., 2015^47^	N/A
MACS2 (v2.2.7.1)	Zhang et al., 2008^48^	N/A
BEDtools (v2.30.0)	Quinlan and Hall, 2010^49^	N/A
deepTools (v3.5.1)	Ramírez et al., 2016^50^	N/A
IDR (v2.0.3)	Li, et al., 2011^51^	N/A
ChIPseeker (v1.20.0)	Yu et al., 2015^52^	N/A
EnsDb.Mmusculus.v79 (v2.99.0)	Rainer et al., 2019^53^	N/A
clusterProfiler (v3.12.0)	Wu et al., 2021, Yu et al., 2012^54,55^	N/A
AnnotationDbi	(Pagès H, Carlson M, Falcon S, Li N, 2021)	N/A
TxDb.Mmusculus.UCSC.mm10.knownGene	(Team BC, Maintainer BP 2019)	N/A
org.Mm.eg.db	(Carlson M, 2019)	N/A

Other		

ESGRO Complete Plus Clonal Grade Medium	Sigma-Aldrich	SF001-500P
ESGRO Complete Basal Medium	Sigma-Aldrich	SF002-500
ESGRO Complete Freezing Medium	Sigma-Aldrich	SF005
Accutase^™^ Cell Dissociation Solution	Sigma-Aldrich	SF006
ESGRO Complete Gelatin (ready to use)	Sigma-Aldrich	SF008
EmbryoMax^®^ D-PBS, w/o Ca^2+^ & Mg^2+^	Sigma-Aldrich	BSS-1006-B
EmbryoMax^®^ 0.1% Gelatin Solution	Sigma-Aldrich	ES-006-B
Agencourt AMPure beads	ThermoFisher	A63881
M2 medium	CytoSpring	M2114
KSOMAA with BSA and Phenol red	CytoSpring	K0113
Zenodo archive of GitHub repository	https://doi.org/10.5281/zenodo.7506639	N/A

# Supplementary material for: RNA exosome ribonuclease DIS3 degrades Pou6f1 to promote mouse pre-implantation cell differentiation
**Source:** Cell Rep. Author manuscript; Available in PMC 2023 Oct 23.
**Supplement:** 1

**Cell Reports, Volume 42**

**Supplemental information**

**RNA exosome ribonuclease DIS3  
degrades *Pou6f1* to promote  
mouse pre-implantation cell differentiation  
Di Wu and Jurrien Dean**

## **SUPPLEMENTAL INFORMATION**

**Figure S1.** *Dis3* null embryos arrest at the morula stage.

**Figure S2.** Immunostaining of *Dis3* null embryos for apoptosis, endomembrane integrity and differentiation.

**Figure S3.** Identification of *Pou6f1* from single embryo RNA-seq.

**Figure S4.** Overexpression of selected DIS3 substrates does not phenocopy *Dis3* null embryos.

**Figure S5.** *Pou6f1* knockdown can partially rescue the *Dis3* null embryos.

**Figure S6.** Identification of POU6F1 occupied genes using ChIP-seq of mESCs.

## SUPPLEMENTAL FIGURES

Figure S1

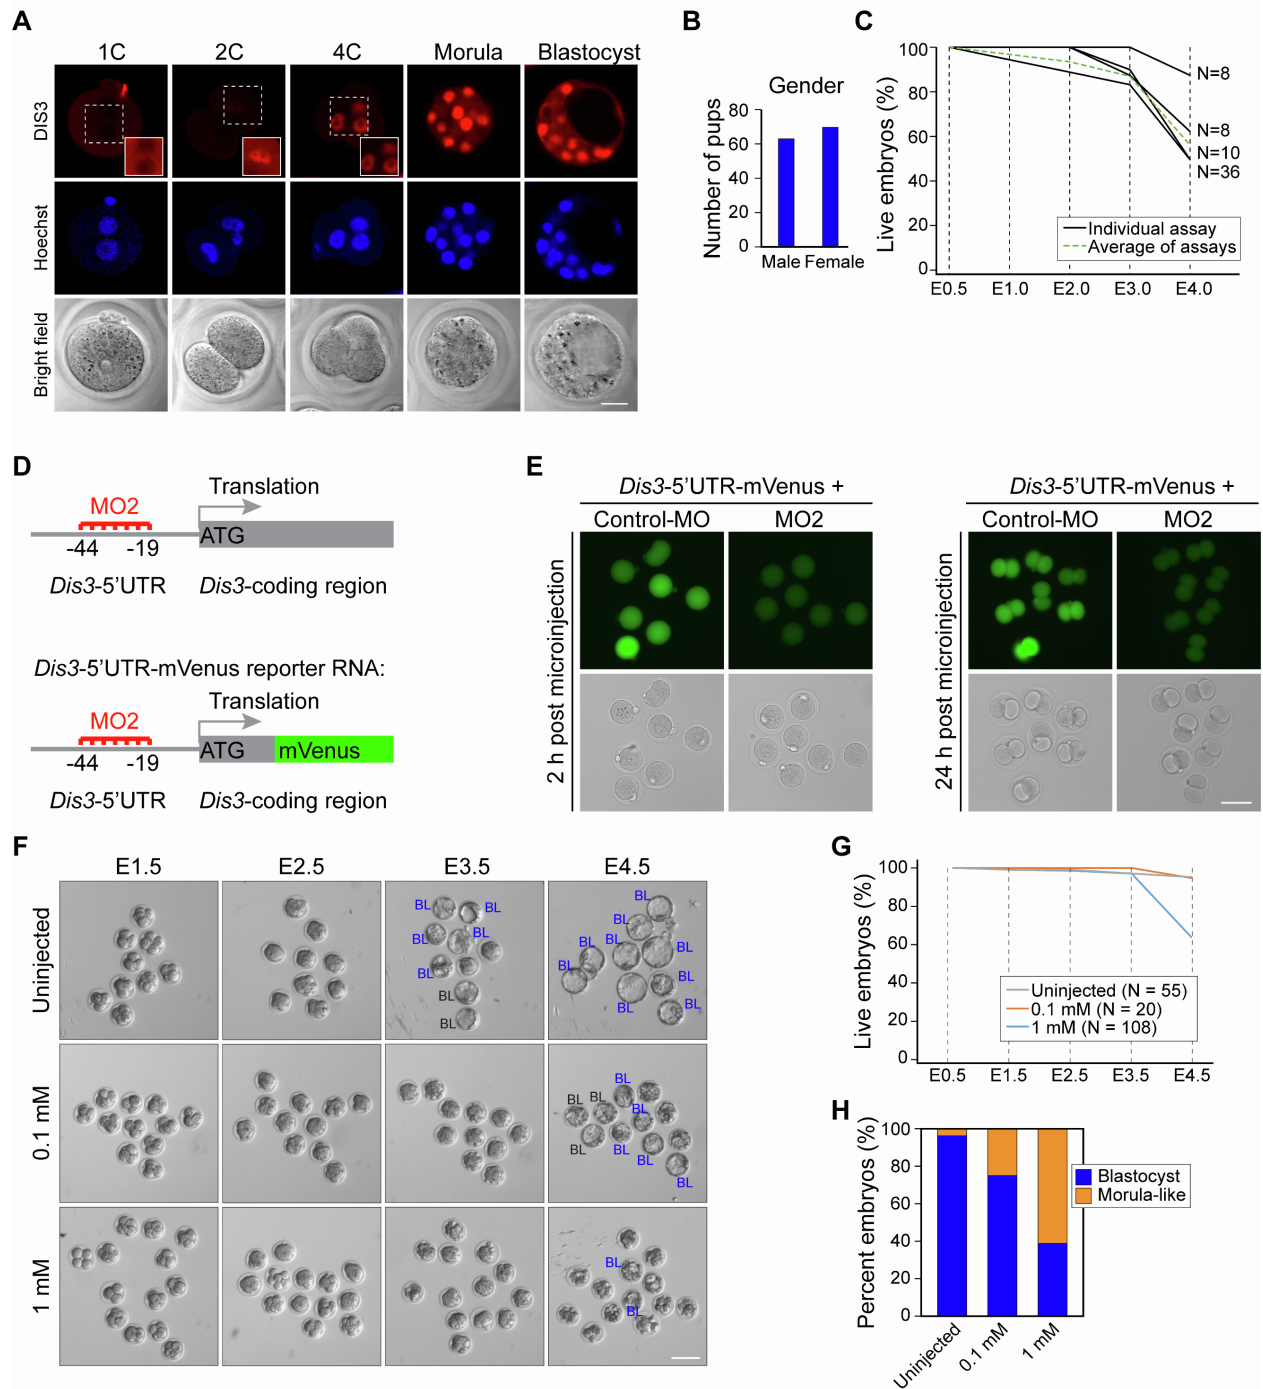Figure S1. *Dis3* null embryos arrest at the morula stage.

(A) Immunofluorescence of DIS3 in wildtype embryos at 1C, 2C, 4C, morula and blastocyst stages. In 1C, 2C and 4C stages, the dashed line-region is contrast-enhanced in the DIS3 channel and shown in the inset.

(B) Bar graph showing gender distribution of the pups born from *Dis3* heterozygous mating.

(C) Line graph showing the viability of embryos derived from *Dis3* heterozygous mating during pre-implantation development. Black lines: four assays; green dashed line: average of the four assays.

(D) Schematic of *Dis3* MO2 (morpholino 2) in blocking *Dis3* mRNA translation (top) and schematic of the reporter RNA to test MO2 efficiency (bottom).

(E) Fluorescent and bright field images of wildtype embryos co-injected with reporter RNA (*Dis3-mVenus*) and control MO (scrambled) or *Dis3*-specific MO2 at 2 h (left) and 24 h (right) post-injection.

(F) Bright field live imaging of wildtype embryos microinjected with *Dis3* MO2. BL, blastocyst.

(G and H) Line graph and bar graph showing the survival rate of *Dis3* MO2-injected embryos and the stage of embryos at E3.5.

Scale bars, 20  $\mu\text{m}$  in A, 100  $\mu\text{m}$  in E, F.

**Figure S2**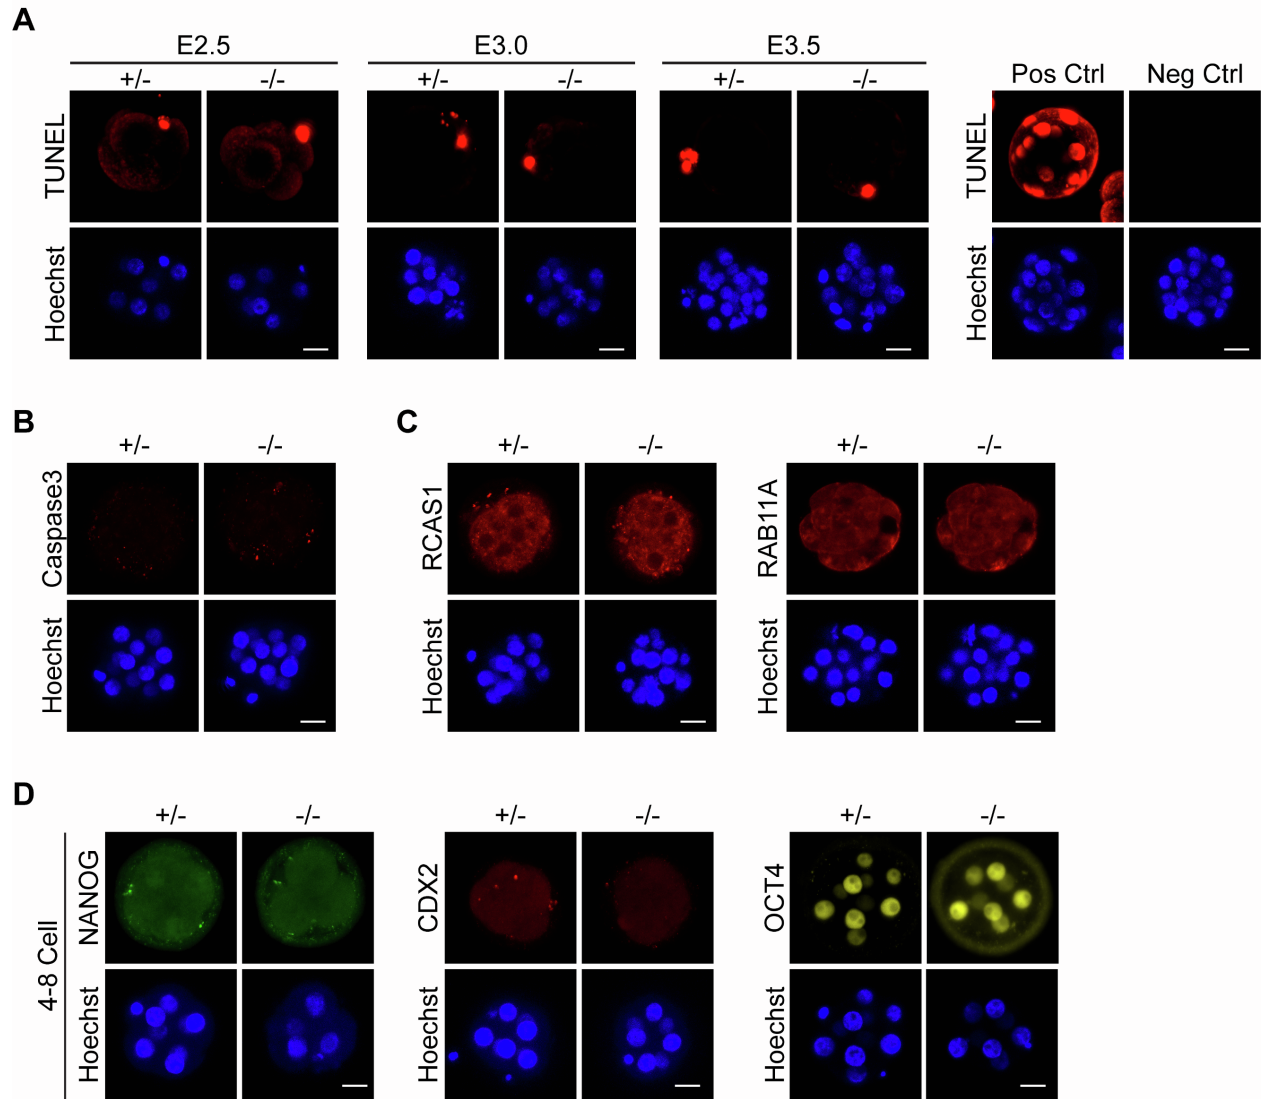

**Figure S2. Immunostaining of *Dis3* null embryos for apoptosis, endomembrane integrity and differentiation.**

(A) Immunofluorescent TUNEL assay of *Dis3* heterozygous (+/-) and homozygous (-/-) null embryos. Pos Ctrl: positive control of embryos treated with DNase I (3 U/ $\mu$ L). Neg Ctrl: negative control of embryos without staining.

(B and C) Immunofluorescence of heterozygous and homozygous null *Dis3* embryo after staining with antibodies to cleaved caspase 3, RCAS1 and RAB11A.

(D) Same as (B) but after staining with antibodies to NANOG, CDX2 and OCT4 at the 4-8 cell stage.

Scale bars, 20  $\mu\text{m}$ .

**Figure S3**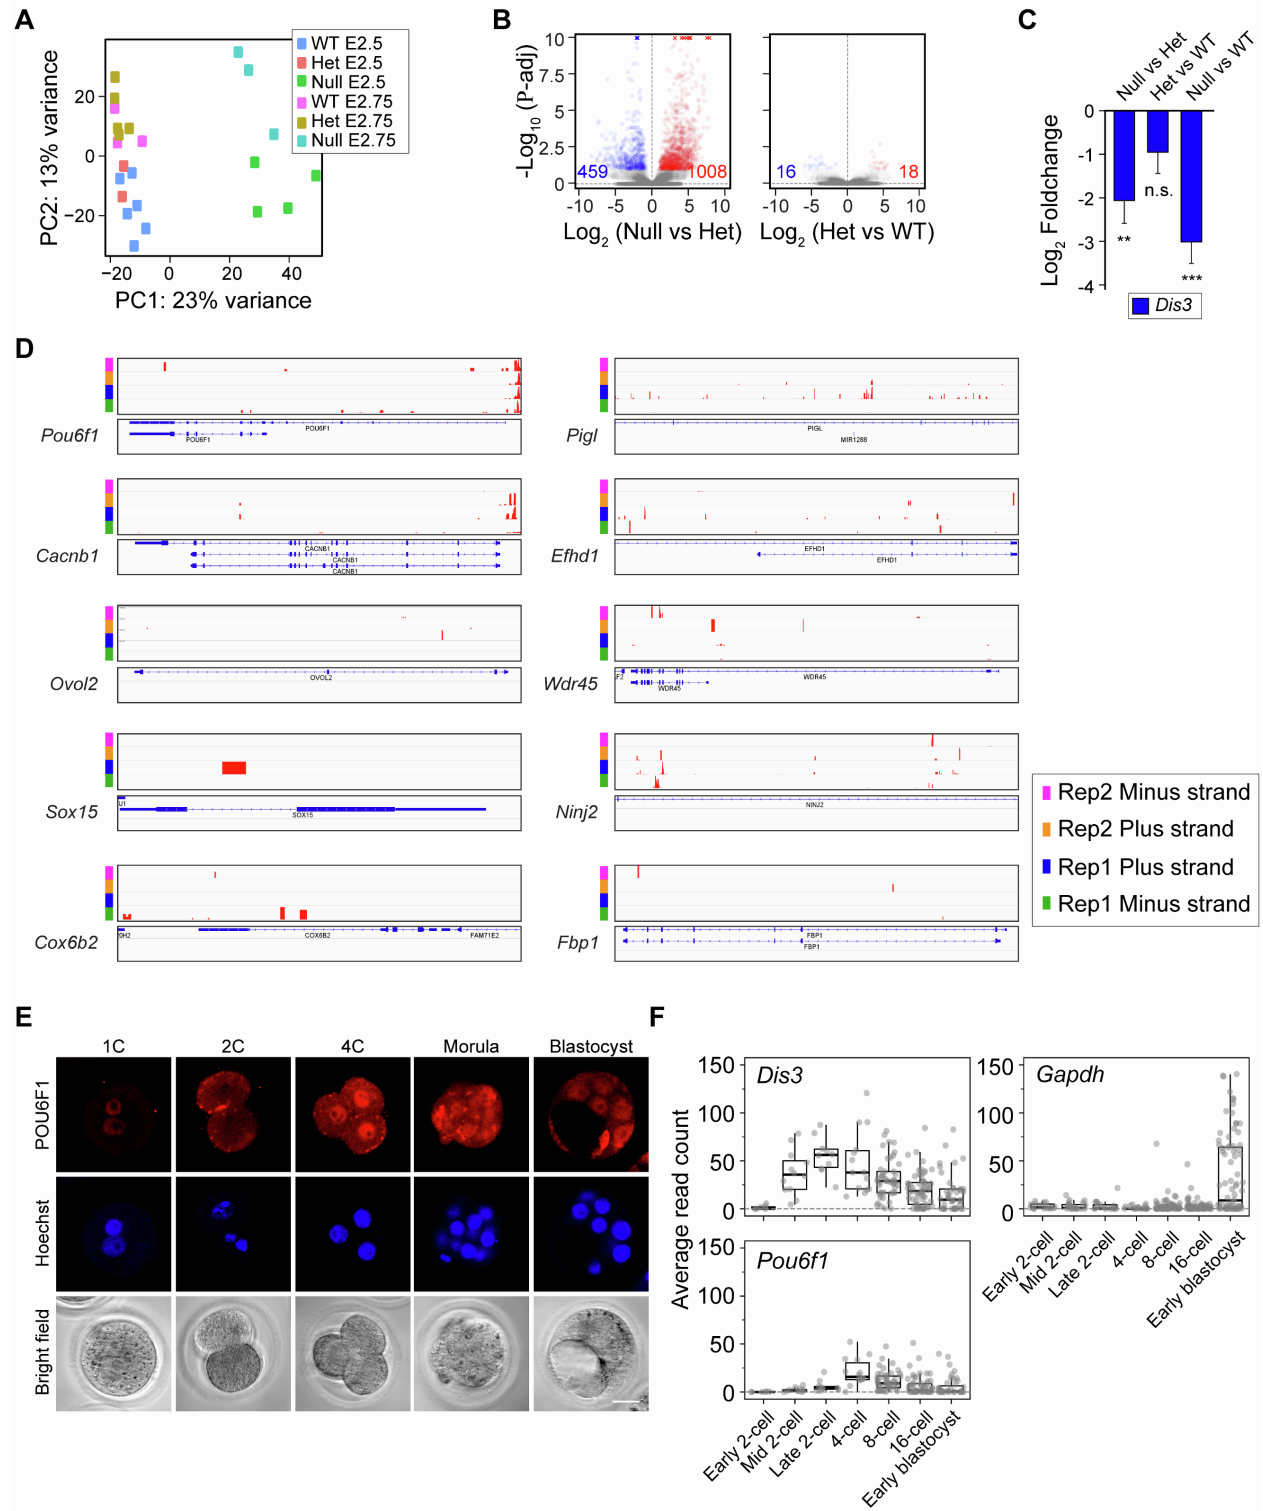

**Figure S3. Identification of *Pou6f1* from single embryo RNA-seq.**

(A) Principal component analysis (PCA) of RNA-seq samples from single heterozygous or homozygous null embryo at E2.5 or E2.75.

(B) Volcano plots of differentially expressed promoter upstream transcript (PROMPTs) in single embryo RNA-seq of combined E2.5 and E2.75 stages.

(C) Bar graph of changes in abundance of *Dis3* transcript in RNA-seq of wildtype (WT), heterozygous (Het) or homozygous (Null) null *Dis3<sup>ckO</sup>* embryos. \*\*, P-adj<0.01, \*\*\*, P-adj<0.001, n.s., not significant.

(D) Integrated genomic viewer of PAR CLIP-seq results of 10 substrate genes. Reference used is the human genome. The four tracks shown include two replicates of plus strand and minus strands.

(E) Immunofluorescence staining of POU6F1 and Hoechst in wildtype embryos at 1C, 2C, 4C, morula and blastocyst stages.

(F) Average read counts of *Dis3*, *Pou6f1* and *Gapdh* from GSE45719 single cell RNA-seq from 2-cell stage to blastocyst stage.

Scale bar, 20  $\mu$ m.

Figure S4

A

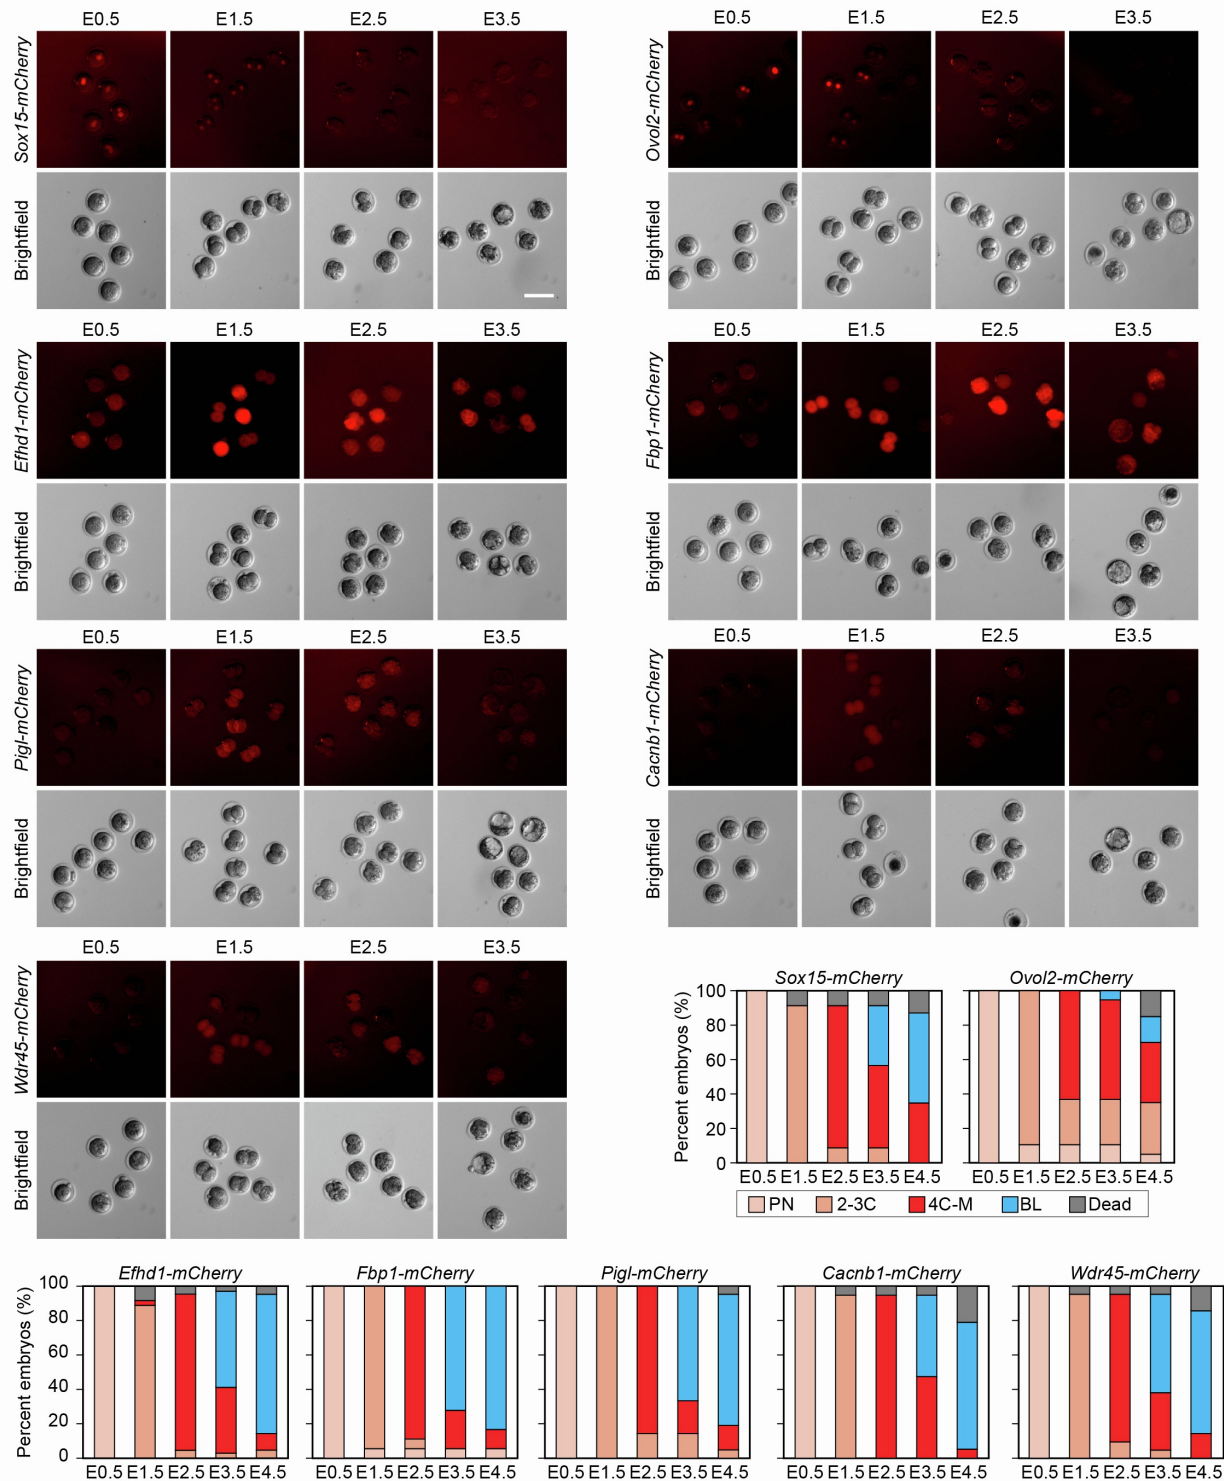

**Figure S4. Overexpression of selected DIS3 substrates does not phenocopy *Dis3* null embryos.**

Fluorescence and bright field imaging of wildtype embryos injected with potential DIS3 substrates individually: *Sox15-mCherry* (N=23), *Ovol2-mCherry* (N=26), *Efh1-mCherry* (N=22), *Fbp1-mCherry* (N=22), *Pigl-mCherry* (N=21), *Cacnb1-mCherry* (N=19), *Wdr45-mCherry* (N=21).

Bar graph showing the ratio of embryos at each stage from E0.5 to E4.5 after ex vivo culture.

Scale bar, 100  $\mu$ m.

**Figure S5**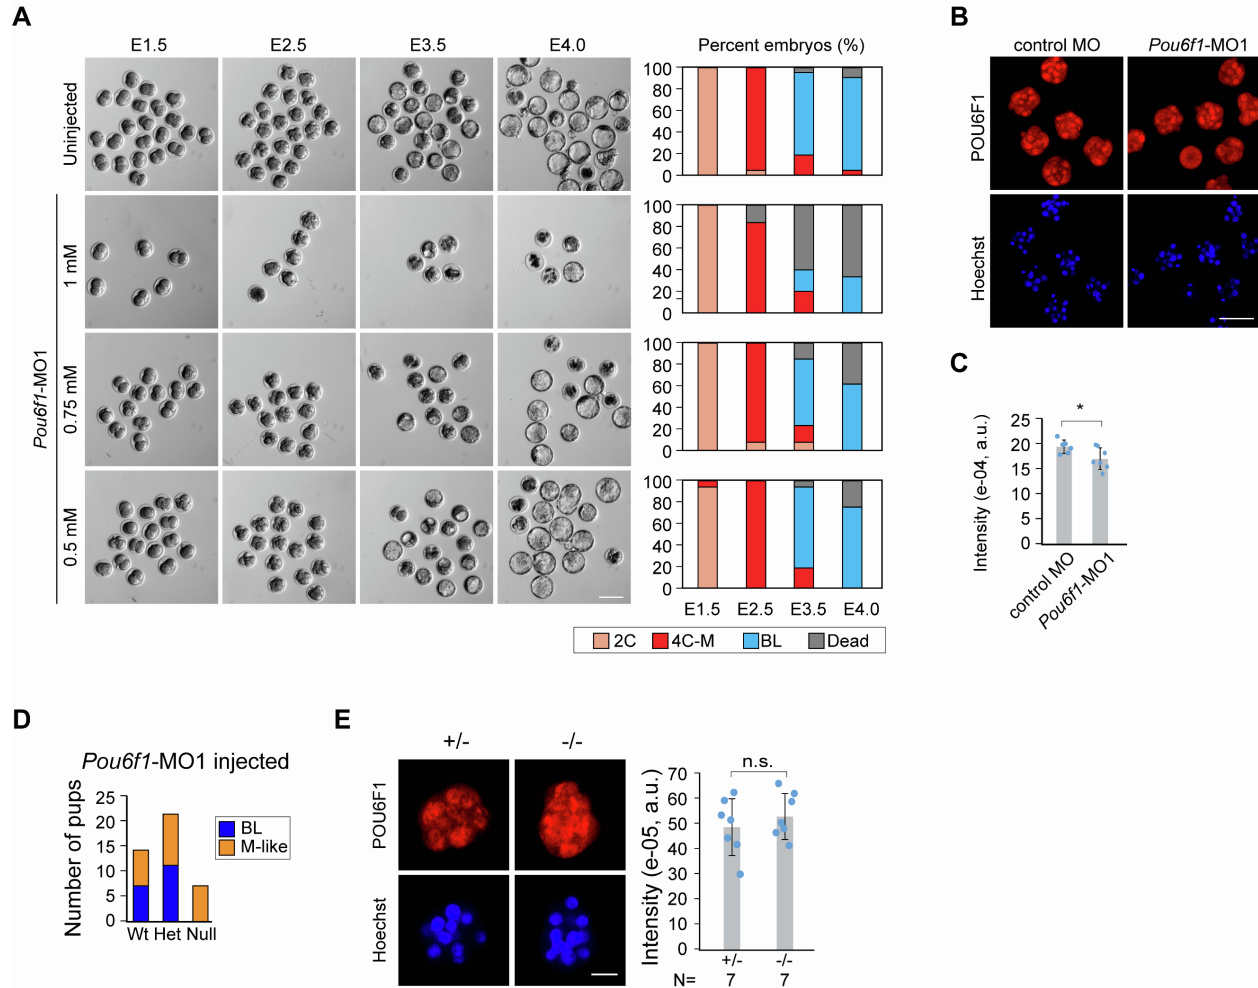**Figure S5. *Pou6f1* knockdown can partially rescue the *Dis3* null embryos.**

(A) Microinjection of 0.5, 0.75 and 1 mM of *Pou6f1* MO1 into wildtype embryos. Embryos are injected or uninjected and cultured to E4.0. The developmental progression is recorded on the right.

(B and C) POU6F1 immunofluorescence and quantification of wildtype embryos that are microinjected with control MO or *Pou6f1* MO1. Embryos are at E3.0.

(D) Number of BL and M-like embryos in *ex vivo* culture at E3.5 of embryos derived from *Dis3* heterozygous mating and microinjected with *Pou6f1* MO1 at 1-cell stage.

(E) POU6F1 immunofluorescence and quantification of *Dis3* heterozygous (+/-) and homozygous (-/-) null embryos. n.s., not significant. Bar graph shows embryos obtained from one assay out of three biological replicates.

**Figure S6**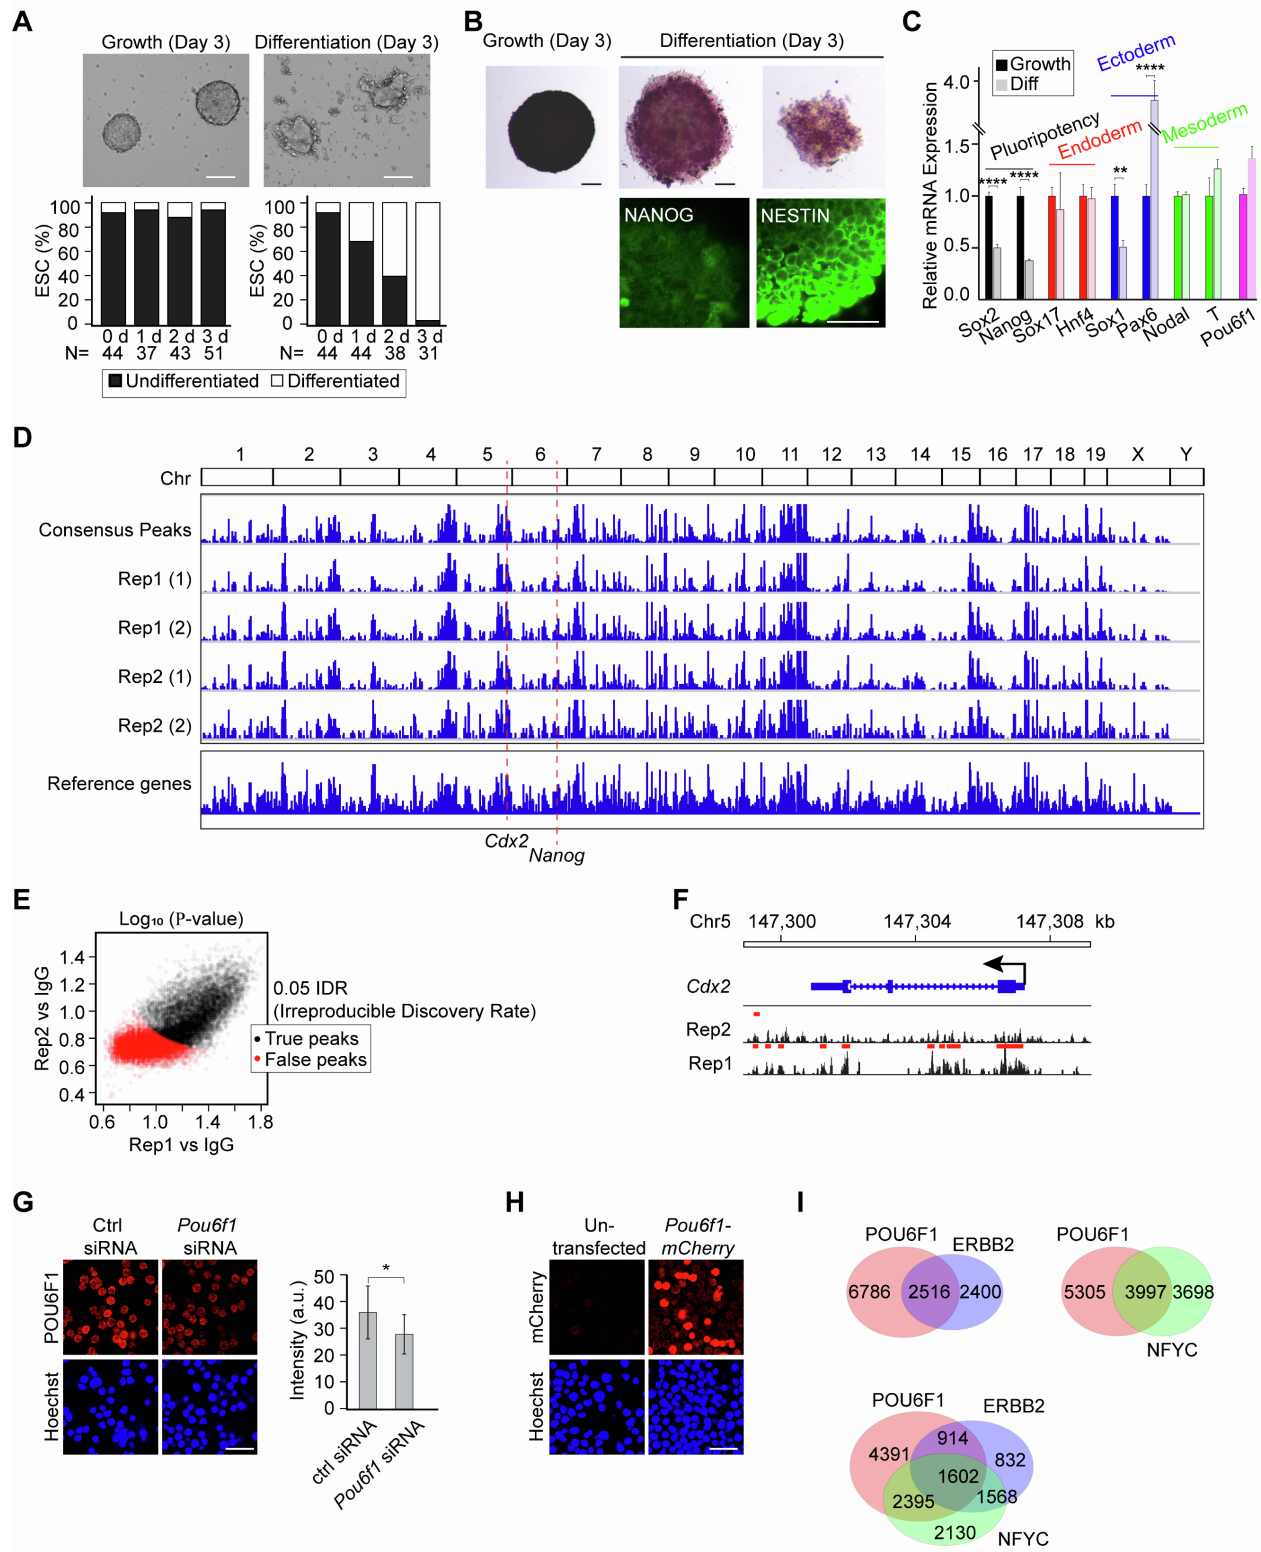**Figure S6. Identification of POU6F1 occupied genes using ChIP-seq of mESCs.**

(A) Brightfield images of derived mESCs cultured in media with self-renewal factors (left) or basal media without self-renewal factors (right). Bar graphs (below) show the percent of colonies with undifferentiated or differentiated morphology. Scale bars, 100  $\mu$ m.

(B) Differentiation of mESC labeled with alkaline phosphatase (AP) and immunofluorescence after staining with antibodies to NANOG and NESTIN (lower panels). Scale bar, 50  $\mu$ m.

(C) Bar plot of quantitative RT-PCR of different marker transcripts in growth and differentiation (Diff) conditions of derived mESCs. \*\*\*\*, Sox2, Nanog, Pax6,  $P < 0.001$ ; \*\*, Sox1,  $P < 0.01$ ; two-tailed Student's t-test.

(D) Integrated genomic viewer of ChIP-seq results of two biological replicates. For each replicate (Rep1 and Rep2), peaks are called either against IgG of the *Pou6f1-mCherry* transfected cells, Rep1 (1) and Rep2 (1), or against mCherry of the *mCherry* transfected cells Rep1 (2) and Rep2 (2).

(E) Dot plot showing IDR (irreproducible discovery rate) analysis. Each dot is a peak from two replicates (Rep1 and Rep2) called against IgG. Black dots are IDR value less than 0.05, which indicates true reproducible peaks; red dots are IDR values larger than 0.05, which indicate false peaks.

(F) POU6F1 peaks on *Cdx2*. Red bars: peaks called against IgG samples in Rep1 and Rep2.

(G) POU6F1 immunofluorescence and quantification in derived mouse embryonic stem cells (mESC) after control siRNA (Ctrl siRNA) or *Pou6f1* siRNA transfections. \*, 0.03.

(H) mCherry fluorescence of untransfected mESC and mESC after *Pou6f1-mCherry* transfection.

(I) Venn diagrams showing binding of POU6F1 and ERBB2 (left), POU6F1 and NFYC (middle), POU6F1, ERBB2 and NFYC (right) to common (2516, 3997, 1602, respectively) genes.

How the deposited data were processed for this re-analysis (not part of the article)

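The embryo data are RNA-seq counts of 23 single embryos from matings of *Dis3* het mice, with 6 wild-type, 2 het and 4 null embryos at E2.5 and 3 wild-type, 5 het and 3 null embryos at E2.75. The binding data are ChIP-seq peak lists of mouse embryonic stem cells 48 h after transfection with *Pou6f1-mCherry*. Samples were assigned to genotype, stage and replicate by their labels, which name all 3. The labels of the chromatin samples name 2 replicates of the anti-mCherry precipitation, where the paper's methods speak of 3 biological replicates for each sample.

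For the RNA-seq, the authors trimmed the reads with Cutadapt 3.4, aligned them to GRCm38 with STAR 2.7.8a and counted them per gene with HTSeq 0.11.4 in its mode intersection-strict, without regard to strand. The deposited unit is the whole-number count per gene, not normalized, with 55487 genes by Ensembl identifier, 92 ERCC spike-ins and 5 summary lines of the counting program in each library. For the ChIP-seq, the authors aligned the reads with Bowtie2 2.4.4, kept uniquely mapping reads with Sambamba 0.8.1, called peaks in each replicate with MACS2 2.2.7.1 against either control and intersected the replicates with BEDtools 2.30.0. The deposited peak lists give a score for each peak, which MACS2 derives from the q value. They also give the fold enrichment over the control, as a ratio the authors' peak caller computed, and the -log10 of the p and q values in the deposited lists. No read depth comes with these lists. The signal of the input samples, the irreproducible discovery rate of the paper and the intervals upstream of promoters without an annotated gene were not analysed here.

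Summary lines and spike-ins stayed out of the library sizes and tests. Reads outside annotated exons, those in introns and across exon edges included, made up 21.0% to 43.9% of the gene, outside and ambiguous reads of a library (median 26.2%). Ambiguous reads made up 1.89% to 2.73% (median 2.29%). The line for multiply mapping reads was 0 in every library. ERCC counts were 2.06% to 7.44% of the gene and ERCC counts (median 3.88%). The total count on genes ranged from 1690192 to 14015980 per library, with a median of 8030848. Intervals and limits printed with these counts cover counting error only. A count of 0 was taken to allow up to 3 counts in a library or group of libraries. The 38 pairs of libraries of the same condition differed by more than the sampling noise, with a chi-square per gene from 23.4 to 184 and a Spearman correlation across genes from 0.745 to 0.896, so each embryo was counted as 1 replicate.

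The counts were tested with edgeR 4.0.16 in R 4.3.3, by its quasi-likelihood test with TMM normalization and its filter on low counts (filterByExpr), with Benjamini-Hochberg adjustment over the genes tested. Null, het and wild-type embryos entered one fit, with the stages merged by genotype as the methods describe, and each stage was also fitted on its own with its 3 genotypes. The difference between the stages in the change of null against het was tested as an interaction, and the stages were compared in wild-type embryos. The thresholds were an adjusted p under 0.1 and a log2 fold change beyond 1 in size. Single genes and shares of reads were compared by exact permutation of the embryos, over all assignments and within stages. Levels are CPM after TMM normalization, and principal components were computed from log2 CPM with a prior count of 2 and the 500 genes of highest variance. The numbers of genes detected were compared after thinning each library to 1690192 counts.

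The fits were tested on simulated data, in which counts for the real genes were drawn at the real means and library sizes and 200 genes were changed. The spread of each gene was estimated over all embryos of a fit without regard to group. It therefore includes real differences between genotypes and stages, and the shares called may be too low. With the stages combined, null against het called 41.5% of the genes changed 4-fold and 73% of those changed 16-fold, among 12596 and 12621 genes. The shares were 44.5% and 81% for het against wild-type, and 45% and 74.5% for null against wild-type. At E2.5 they were 4.5% and 27.5%, and at E2.75 31% and 60%. For the interaction they were 0.5% and 24.5%, and for the stages of wild-type embryos 15% and 42.5%. In these simulations 0 changed genes were called in the wrong direction. Unchanged genes were called too, at most 22, of 184 calls, for het against wild-type at 16-fold. At E2.75 and 4-fold they were 9 of 71 calls.

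Gene positions, biotypes and TSSs were taken from GENCODE vM21 on GRCm38, which holds 55227 of the 55487 gene identifiers and 132762 TSSs, and reference sequence from GRCm38.p6. The 260 other identifiers have no biotype or TSS here. Peaks were compared with bedtools 2.31.1 at an overlap of at least 1 bp, and shuffled 20 times along the same chromosomes as a background. A gene was counted as occupied when a consensus peak lay within 1 kb of one of its TSSs, and the background was the genes tested. For comparison, 10000 random gene lists matched on mean expression were drawn. Further computations used Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3.

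The samples, tests, alternatives and the rule for naming genes were set before the data were examined. The rule names every gene the paper names, the 5 largest rises and the 5 largest falls of null against het among called genes for which all null embryos lay on one side of all het embryos, the 5 consensus peaks of highest fold enrichment in replicate 1, and every peak within 5 kb of *Nanog* and *Cdx2*. The alternatives were DESeq2 1.42.0, the tool of the paper's methods, DESeq2's size factors in edgeR, normalization to the ERCC spike-ins, no filter on low counts, a filter at a mean of 10 counts per library, an adjusted p under 0.05, no minimum fold change, only the compared genotypes in the fit, stage as a covariate, the replicate number as a block, and each embryo left out in turn. For the peaks they were a reciprocal overlap of 50%, the *mCherry* control, a -log10 q of at least 5, each replicate alone, 3 kb in place of 1 kb, TSSs of protein-coding genes only and the gene of the nearest TSS. The rule of the nearest TSS, also where only protein-coding TSSs were used, set no limit of distance. For the numbers of genes detected they were at least 5 counts and no thinning. Another 10 alternatives, 10 gene classes defined by symbol, biotype or position, and some tests of explanations were added later and are named as such where they are used. Among the classes, divergent lncRNA genes start within 1 kb of a TSS of a protein-coding gene on the opposite strand, and genes with a mean under 1 CPM in wild-type embryos were taken as silent. Copies of Tables S2 and S3 were held only in part, so no overlap test was run on them.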

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

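The tests of the single embryos, of depth as the whole cause, of genomic DNA spread evenly over the genome and of silent genes, together with the ERCC share of all counted reads, were chosen only after the result was seen, and the other tests of this part were planned or written down before it.

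Over 12 measures in the conditions with 4 to 6 embryos, 36 groups of values were examined, and 3 held an embryo farther from the rest than Dixon's critical value allows, where chance gives 1 in 20 groups, or 1.8. In E2.5 wild-type replicate 6 the log2 CPM of *Nanog* was low, with 0.703 of the range as its gap to the nearest embryo, at a level of 1.84 CPM. *Cdx2* was at 1.75 CPM and *Dis3* at 18.0 CPM in this embryo. A null embryo with a wrong label is argued against by its share of reads outside exons of 22.9%, since the lowest null embryo had 32.3%. A shallow library is argued against by its 11180064 gene counts, above the median of 10279674 of its group. The 18.0 CPM of *Dis3* lay below the lowest het embryo at 30.4 CPM, but also below the lowest other wild-type embryo at 40.2 CPM. This level therefore cannot tell a het embryo with a wrong label from a wild-type one, and that explanation stays open. *Nanog*, for which the embryo was flagged, and *Cdx2* lay below every het embryo. A difference in development between single embryos remains open and was not tested.

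In E2.5 null replicate 1, *Cdx2* was high, with 0.840 of the range as its gap, at 13.9 CPM. A het embryo with a wrong label is argued against by its 33.3% of reads outside exons, above the highest het embryo at 27.9%. A wild-type embryo reached 33.4%, but the nearest embryo in the plane of PC1 and PC2 was a null one for each of the 7 null embryos. Depth is argued against as well, since at this level the other 3 libraries would hold from 48.7 to 86.9 counts and held from 0 to 1. What is left open is a difference between single embryos, which was not tested. In E2.75 het replicate 3, *Nanog* was low, with a gap of 0.777, at 25.9 CPM. *Cdx2* was at 7.80 CPM and *Dis3* at 49.6 CPM there. A null embryo with a wrong label is argued against by 23.1% of reads outside exons. An earlier stage was examined by a score, the mean log2 CPM of 488 genes higher at E2.75 in wild-type embryos minus that of 678 lower ones. Its score of -1.17 was the highest of the 5 E2.75 het embryos, the lowest being -2.24, and lay above the E2.5 het embryos at -3.91 and -2.87, which argues against an earlier stage. Other differences between embryos of this group stay open.

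Reads outside annotated exons, of which the paper reports promoter upstream transcripts but not the share, took a 1.53-fold larger share in null than in het embryos (two-sided exact permutation test, p = 5.83e-04, the smallest that 3432 assignments can give). They include reads in introns and reads across exon edges, which the counts cannot separate from reads between genes. The shares were 32.3% to 43.9% in null and 21.2% to 27.9% in het embryos, with all 7 null embryos above every het embryo. Null embryos also exceeded wild-type embryos 1.53-fold (p = 3.50e-04, exact permutation test), which had 21.0% to 33.4%, with 5 of the 7 null embryos above every wild-type embryo. The unequal stages are argued against, since within stages the ratio was 1.58-fold (exact permutation p = 0.00119, the smallest that 840 assignments can give). Less embryo RNA in the library is argued against, since over the 16 wild-type and het embryos the share did not rise with the ERCC share (Pearson's r = -0.359, permutation p = 0.172, adjusted 0.239 over 3 relations; Spearman's rho = -0.497, p = 0.0527, adjusted 0.0790; r = -0.428 without the 2 farthest embryos, -0.405 within E2.5 and 0.488 within E2.75). Library depth may add to the difference. Over the same 16 embryos the share fell with the gene counts (r = -0.583, permutation p = 0.0185, adjusted 0.0556; rho = -0.55, p = 0.0287, adjusted 0.0790; -0.544 within E2.5 and -0.462 within E2.75), but without the 2 farthest embryos r was -0.321, so the relation rests on them. Depth as the whole cause is argued against by the 1.40-fold left after removing this relation (p = 0.00117, exact permutation test). Genomic DNA spread evenly over the genome is argued against, since 81.7% of 1740 olfactory and vomeronasal receptor genes had no count in any null library. An even spread of the rise would leave 1.66%, taking reads as independent draws. Amplified reads are not, so the 1.66% covers counting error only. Other genomic DNA cannot be told apart from RNA here. The receptor genes together rose 2.78-fold as a share of gene counts (p = 0.00291, exact permutation test), with 14 of the 19 receptor genes tested rising, and 3 genes held most of their 10890 counts in null embryos. Transcripts outside the annotated exons that are not degraded without DIS3 are a biological hypothesis that stays open beside these.

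Counts of the ERCC spike-ins, which the paper does not report, took a 1.99-fold larger share of gene and ERCC counts in null than in het embryos (two-sided exact permutation test, p = 0.00233), with all 7 null embryos above the het median. The share of all counted reads was 1.65-fold larger (p = 0.0169, exact permutation test). The unequal stages are argued against by the 1.83-fold within stages (p = 0.00119, exact permutation test, the smallest possible). Depth is argued against, since over the 16 wild-type and het embryos the share did not fall with the gene counts (Pearson's r = 0.313, permutation p = 0.239, adjusted 0.239; Spearman's rho = 0.315, p = 0.233; r = 0.376 without the 2 farthest embryos, 0.604 within E2.5 and -0.377 within E2.75). The share of null embryos was 1.28-fold that of wild-type embryos (p = 0.128, exact permutation test) and 1.32-fold within stages (p = 0.0198, exact permutation test), and that of het embryos 0.643-fold (p = 0.0120) and within stages 0.723-fold (p = 0.0415, exact permutation tests). Within stages, null and het embryos thus lay on either side of the wild-type embryos. As a share of all counted reads, null embryos were at 1.06-fold the wild-type (p = 0.744) and at 1.10-fold within stages (p = 0.335, exact permutation tests). An amount of polyadenylated RNA that differs between genotypes, and the handling of single embryos, stay open and were not tested.

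Genes other than protein-coding, which the paper does not treat as a group, had a 1.68-fold higher mean level in null than in het embryos over 2187 genes (two-sided exact permutation test, p = 5.83e-04, the smallest possible), with all 7 null embryos above every het embryo, while protein-coding genes were at 0.823-fold. These levels are relative to TMM normalization. The ERCC normalization brings the median log2 fold change of all genes to -1.08, a larger shift than this rise, so the direction of the level itself depends on the scaling and the difference from protein-coding genes does not. Low counts are argued against, since 0 of 10000 lists of protein-coding genes matched on mean expression had a median log2 fold change as high as the 0.69 of the non-coding genes (list median -0.06, highest 0.06). The unequal stages are argued against by p = 0.00119 within stages (exact permutation test, the smallest possible). Even genomic DNA is argued against by the 81.7% of receptor genes without a count, where the expected share covers counting error only. Silent genes did not rise alike, with 5.84-fold the counts per kb for divergent lncRNA genes (p = 5.83e-04), 1.74-fold for receptor genes (p = 0.140) and 0.865-fold for unprocessed pseudogenes (p = 1, exact permutation tests), which argues against an even spread too. Genomic DNA that favours some regions cannot be told apart from RNA, because no value here separates them and the receptor genes together rose 2.78-fold. Reduced degradation of such RNAs without DIS3 is a hypothesis that these tests leave open.

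Of the consensus peaks against IgG, 3363 (18.7%) also overlap the consensus against the *mCherry* control, which the paper does not analyse as a set. Of these, 92% lay within 1 kb of a TSS, and their median fold enrichment in replicate 1 was 23.6, against 11.4 for all consensus peaks. No technical or biological explanation was tested for this difference.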

How the results depend on the processing

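Among the tests of this part, those that keep the ERCC counts or the summary lines in DESeq2, that count non-coding genes as not occupied, that assign peaks to the nearest protein-coding TSS and that take the share of reads outside exons within 1 stage were chosen after the results were seen, and the others were planned. Every cause of a change below was not tested, except where the construction of the alternative gives it.

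With the stages combined, null against het gave 493 genes up and 276 down. DESeq2 called 1247 up and 549 down, and edgeR without a filter on low counts called 1266 up and 542 down. Normalization to the ERCC spike-ins turned the balance to 289 up and 4487 down, since it brings the median log2 fold change of all genes to -1.08. An adjusted p under 0.05, a stricter threshold by construction, left 324 up and 155 down. The alternatives with DESeq2's size factors, the stricter filter, only the compared genotypes, stage as a covariate and no fold change minimum gave from 486 to 550 genes up and from 252 to 319 down. DESeq2 with the ERCC counts kept called 1266 up and 555 down, and with the ERCC counts and summary lines kept 1267 up and 556 down, numbers that include added lines, since 1239 genes were up in both. In het against wild-type embryos, where edgeR called 0 genes in either direction and 934 had an unadjusted p under 0.05, DESeq2 called 37 up and 28 down, and both versions with the added lines called 37 up and 29 down, of which 28 down were genes. In null against wild-type embryos the 491 genes up and 213 down became 1187 and 472 with DESeq2, 2672 and 737 without a filter, and 317 and 469 with the ERCC normalization, while 125 were down with an adjusted p under 0.05 and 125 with only these genotypes in the fit.

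At E2.5, 0 genes were called up and 2 down, of 1473 with an unadjusted p under 0.05. DESeq2 called 457 up and 156 down, the ERCC normalization 39 and 1916, and no filter 14 and 19. With only null and het embryos in the fit 1 gene was up and 0 down, and 0 were down with DESeq2's size factors in edgeR and with an adjusted p under 0.05. At E2.75, the 363 genes up and 333 down became 956 and 720 with DESeq2, 667 and 654 without a filter and 200 and 169 with an adjusted p under 0.05, and 2164 were down with the ERCC normalization. The difference between the stages in the change of null against het, with 0 calls and 1234 genes at an unadjusted p under 0.05, gave 23 up and 57 down with DESeq2 and 44 and 33 without a filter. In wild-type embryos, 698 genes were higher and 680 lower at E2.75, and 1544 were higher without a filter. Of the genes simulated with a 4-fold change, 4.5% were called at E2.5 and 31% at E2.75, against 41.5% with the stages combined. For the difference between the stages in the change of null against het, 0.5% were called. These shares may be too low, because the simulated spread includes real differences between groups.

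Of the 10 candidate genes, 3 were called up with the stages combined, 5 with DESeq2 and 1 with the ERCC normalization. Adjusted over the list alone, 5 were called, 0 with the ERCC normalization and 3 without a filter. At E2.5, 0 were called and DESeq2 called 1. Adjusted over the list alone, 1 was called at E2.5, 3 with DESeq2, 3 with only null and het embryos in the fit and 0 with the ERCC normalization, under which 3 of them rose in place of 8. At E2.75, where 3 were called, the ERCC normalization left 1, and 1 adjusted over the list alone. The same normalization reversed single genes. In null against het with the stages combined, the log2 fold change of *Efhd1* became -0.52, that of *Wdr45* -1.12 (called, adjusted p = 0.0396, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and that of *Fbp1* -0.51, *Exosc10* became -1.11 (called, adjusted p = 0.0640, same test), *Gata6* -0.96 and *Sox2* -0.69. At E2.5, *Pigl* became -0.97, *Cacnb1* -1.08, *Efhd1* -0.77, *Ovol2* -0.025 and *Wdr45* -0.30, and at E2.75 *Efhd1* became -0.11. In het against wild-type embryos *Pou6f1* became 0.068, and in null against wild-type *Gata3* became -0.25. These reversals go with the shift of all genes under this normalization. Without a filter on low counts, *Exosc10* became -0.048, *Gata6* -0.054 and *Sox2* -0.040 in null against het, from 0.082, 0.058 and 0.090.

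The groups share replicate numbers, which name no common litter or day. With a replicate block within stage, null against het gave 216 genes up and 116 down with the stages combined, 0 down at E2.5, and 41 up and 52 down at E2.75. The difference between the stages in the change of null against het had 1 gene up. Of the candidate genes, the replicate block left 1 called with the stages combined (3 adjusted over the list alone) and 1 at E2.75 (2 adjusted over the list alone), and *Fbp1* had a log2 fold change of -1.27 and *Gata6* one of -0.056 in the combined data. The adjusted p of *Dis3* was 0.11 under the replicate block (edgeR). The numbers do not pair the embryos, since 0 of 17 pairs of the same number had a correlation of their deviations over 0.1 (mean -0.00611, lowest -0.106, highest 0.0858), so a call lost here is not read as a weaker effect.

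With each of the 14 null and het embryos left out in turn, from 348 to 562 genes were up and from 180 (without E2.75 het replicate 1) to 368 down. Het against wild-type gave from 0 to 2 up and from 0 to 1 down. At E2.5 from 0 to 2 genes were down. At E2.75 from 154 to 388 were up and from 138 to 332 down, both lowest without null replicate 3, and 6 of the 8 fits moved the genes up by over 1.5 times. The difference between the stages in the change of null against het gave from 0 to 1 gene in each direction. In wild-type embryos from 342 to 767 genes were higher and from 403 to 763 lower at E2.75, lowest without E2.75 replicate 3 and highest without E2.5 replicate 6. From 3 to 6 candidate genes were called over the list alone with the stages combined and from 0 to 1 at E2.5, and from 1 to 3 among all genes at E2.75, where 1 remained called without null replicate 3. The direction of several uncalled genes rested on single embryos. With the stages combined, *Wdr45* ranged from -0.058 (without E2.5 null replicate 2) to 0.31, *Fbp1* from -0.16 (without E2.5 null replicate 4) to 0.54, *Sec23ip* from -0.35 to 0.038 (without E2.5 null replicate 3) and *Pou6f1* in het against wild-type from -0.55 to 0.14 (without E2.75 wild-type replicate 3). *Exosc10* ranged from -0.055 (without E2.75 het replicate 4) to 0.23, *Gata6* from -0.067 (without E2.75 null replicate 3) to 0.41, *Sox2* from -0.63 (without E2.75 null replicate 2) to 0.76 and *Gata3* in null against wild-type from -0.040 (without E2.75 null replicate 2) to 0.28. At E2.5, *Pigl* ranged from -0.012 (without null replicate 1) to 0.33, *Cacnb1* from -0.34 (without het replicate 2) to 2.81 and *Efhd1* from -0.088 (without null replicate 3) to 0.76. At E2.75, *Fbp1* ranged from -0.090 (without null replicate 2) to 1.21. No call was made at E2.5 with a single het embryo left.

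PC1 held 24.4% of the variance and 37.3% with the ERCC normalization. The gap on PC1 between the null and the other embryos was 4.35 and became -90.8 with all genes, -22.6 with the variance stabilizing transformation and -65.7 with the ERCC normalization. With the variance stabilizing transformation the null embryos lay above the others on PC2 in its place (lowest null 2.99, highest other 1.40). The log2 difference in the share of ERCC counts between null and het was 0.99 (p = 0.00233, exact permutation test) and 1.04 within E2.5 (p = 0.0667, the smallest that its 15 assignments allow). The log2 difference in the share of reads outside exons was 0.61 and 0.60 within E2.5, where the same limit holds. The number of genes detected differed by 48.3 genes after thinning and by -1178 without thinning, neither past p = 0.05 (0.909 and 0.0775, exact permutation tests).

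For the peaks, the 17994 consensus peaks became 7424 with a reciprocal overlap of 50%, 3463 against the *mCherry* control, 3363 when they also had to overlap that set, and 8688 with a -log10 q of at least 5. The single lists hold 24524 and 82694 peaks. The Spearman correlation between replicates across peaks, 0.617 for fold enrichment, was 0.666 for the -log10 p and 0.497 against the *mCherry* control, where 95.3% of the peaks of replicate 2 were overlapped. The share within 1 kb of a TSS, 73.7%, was 66.2% with the reciprocal overlap, 91.2% against *mCherry*, 92% for peaks overlapping that set and 87.4% with the stricter q. It was 81.0% at 3 kb, 70.6% for protein-coding TSSs, and 38.2% and 58.1% for the single lists. All 317 genes of Table S4 were occupied, 130 with the reciprocal overlap, 105 against *mCherry* and 105 for peaks overlapping that set. Down-regulated genes were occupied as often as the other genes within error (odds ratio 1.27, two-sided Fisher's exact test, p = 0.0835). The odds ratio passed 0.05 in Fisher's exact test at 3 kb (1.32), with the nearest TSS (1.36) and with DESeq2's calls (1.64), and also with non-coding genes counted as not occupied (1.42), with DESeq2's calls added to that (1.83), and with DESeq2's calls and the nearest protein-coding TSS (1.81). With the peaks of replicate 1 alone it passed too (1.49, p = 0.0336), and with those of replicate 2 alone it did not (1.23, p = 0.136, Fisher's exact tests).

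For single genes, over the alternatives, 463 kept their direction and side of the threshold, 20 were no longer past it, 28 moved past it and 19 reversed. Over the fits that left out 1 embryo, the same counts were 765, 36, 7 and 30, and 3 values without a test moved beyond their spread. The alternatives that left out 1 of 2 het embryos at E2.5 gave log2 fold changes without a test.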

Differences from the paper's values

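The alternatives below were set before the data were examined, except those that keep the ERCC counts or summary lines in DESeq2, that count protein-coding genes only or non-coding genes as not occupied, or that use the nearest protein-coding TSS, whose tests were chosen after seeing the values. A gap was taken as closed where the larger value was at most 1.5 times the smaller.

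In null against het embryos with the stages combined, 493 genes were called up against the paper's 1245 and 276 down against the paper's 547. DESeq2, with 1247 up and 549 down, and edgeR without a filter on low counts, with 1266 up and 542 down, closed both gaps. The alternatives set before the data were examined that did not were DESeq2's size factors in edgeR (510 and 252), the ERCC normalization (289 and 4487), the stricter filter (510 and 294), only the compared genotypes (503 and 289), the fit with a block for the replicate number, stage as a covariate (486 and 284), no fold change minimum (550 and 319) and an adjusted p under 0.05 (324 and 155). Of the 14 fits that left out 1 embryo, the one without E2.75 null replicate 2 closed the gap for the down-regulated genes (368), and none closed it for the up-regulated ones. With the ERCC counts kept, chosen after seeing the values, DESeq2 gave 1266 up and 555 down, and with the summary lines as well 1267 and 556. These numbers include added lines, since 1239 genes were up in both.

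In het against wild-type embryos, 0 genes were called in either direction, of 934 with an unadjusted p under 0.05, against the paper's 37 up and 29 down. DESeq2 called 37 up and 28 down. None of the other alternatives set before the data were examined closed the gap, since all gave 0 and 0 apart from the 16 fits that left out 1 embryo, with at most 2 up and 1 down. DESeq2 with the ERCC counts kept, and with the summary lines as well, both chosen after seeing the values, called 37 up and 29 down, of which 28 down were genes and the other an added line.

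Of the down-regulated genes, 195 were occupied by POU6F1 against the paper's 324. This gap is one of counts. As a share, 70.7% of the down-regulated genes were occupied (66.7% with the DESeq2 calls), which is within 1.5 times the share the paper gives. Among the alternatives set before the data were examined, the DESeq2 calls (366) and the peaks of replicate 1 alone (243) closed the gap. The reciprocal overlap (89), the *mCherry* control (75), the overlap with the consensus against it (75), the stricter q (149), 3 kb (203), the nearest TSS (186) and the peaks of replicate 2 alone (197) did not. Chosen after seeing the values, DESeq2 calls with non-coding genes counted as not occupied gave 363, and with the nearest protein-coding TSS 360, which closed it too. Protein-coding genes alone, and non-coding genes counted as not occupied, gave 195 with the edgeR calls.

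Of the up-regulated genes, 286 were occupied against the paper's 178. Among the alternatives set before the data were examined, the stricter q (213) and the nearest TSS (199) closed the gap, and the reciprocal overlap (116), the *mCherry* control (92), the overlap with the consensus against it (93), 3 kb (301), the DESeq2 calls (587) and the peaks of replicate 1 (365) or replicate 2 (291) alone did not. Chosen after seeing the values, protein-coding genes alone and non-coding genes counted as not occupied gave 121, DESeq2 calls with the latter 247 and with the nearest protein-coding TSS 229, which closed it.

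The share of up-regulated genes that were occupied was 58.1% against the paper's 15%. Of the alternatives set before the data were examined, the *mCherry* control (18.7%) and the overlap with the consensus against it (18.9%) closed the gap. With either of these sets 27.2% of the down-regulated genes were occupied, below the share the paper gives, and the positions in Table S3 matched the consensus against IgG. The reciprocal overlap (23.6%), the stricter q (43.3%), 3 kb (61.2%), the nearest TSS (40.4%), the DESeq2 calls (47.2%) and the peaks of replicate 1 (74.2%) or replicate 2 (59.1%) alone did not. Chosen after seeing the values, DESeq2 calls with non-coding genes counted as not occupied gave 19.9% and with the nearest protein-coding TSS 18.4%, which closed it, and protein-coding genes alone (66.1%) and non-coding genes counted as not occupied (24.6%) did not. In the settings with DESeq2 calls that closed it, 66.1% and 65.6% of the down-regulated genes were occupied, within 1.5 times the share the paper gives.

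The adjusted p of *Pou6f1* in null against het was 0.169 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the paper's value in Table S2 is 0.0933. Among the alternatives set before the data were examined, DESeq2 (0.0928), only the compared genotypes (0.0841) and stage as a covariate (0.0706) closed the gap and called the gene up. Without E2.75 het replicate 3 (0.111) or E2.75 null replicate 3 (0.135) the value was within 1.5 times the paper's, but the gene was not called. DESeq2's size factors in edgeR (0.171), the ERCC normalization (0.792), no filter (0.169), the stricter filter (0.156), the fit with a block for the replicate number and the other 12 fits that left out 1 embryo (0.144 to 0.321) did not close it.

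The paper gives the number of up-regulated genes as 1245 in its text on the embryos and another number in its text on occupancy. The paper states that more than 80% of the consensus peaks lie within 1 kb of a TSS, where 73.7% did. The share was above that at 3 kb (81.0%), with the stricter q (87.4%), against the *mCherry* control (91.2%) and for peaks overlapping that set (92%).

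The paper states that *Nanog* and *Cdx2* decreased in the differential analysis. Both fell in null against het, but their adjusted p of 0.176 and 0.141 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) were not past 0.1. *Nanog* was called with the ERCC normalization (0.0150) and with only null and het embryos in the fit (0.0802), and *Cdx2* with the ERCC normalization (0.0336), DESeq2 (0.0932), no filter (0.0969) and without E2.75 null replicate 2 (0.0986). The paper states that POU6F1 occupied the promoters of both genes. A peak over the TSS of *Nanog* (fold enrichment 5.42) and one 69 bp from that of *Cdx2* (7.97) were called in replicate 1 only, and the nearest consensus peaks lay 1350 bp and 7937 bp away. The paper names *Mtap*, *G3bp2*, *Sec23ip* and *Uso1* as dysregulated in null embryos, and 0 of these 4 were called, of the 1 with an unadjusted p under 0.05. The ERCC normalization called all 4, and *Uso1* was also called by DESeq2 (adjusted p = 0.0813) and without E2.5 null replicate 1 (adjusted p = 0.0954, edgeR).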

Other observations

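In this part, the test of 10 gene classes and of silent genes, the tests of protein-coding genes alone and the splits of wild-type embryos read within the stages were chosen after the result was seen, and the other tests were planned or written down before it.

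Other splits of the embryos were fitted in the same way as the genotypes. For null against het with the stages combined, 1 of 100 splits drawn from 1716 gave as many as 769 calls, the real one, and the highest other gave 221. For null against wild-type, 1 of 100 drawn from 11440 gave as many as 704, and the highest other gave 474. At E2.75, the real split alone of 56 gave 696 calls, with 37 as the highest other. In het against wild-type, with 0 calls and 934 genes at an unadjusted p under 0.05, the 100 of 100 splits that gave as many say nothing, since no split can give fewer. For the stages in wild-type embryos, 1 of 50 splits drawn from 84 gave as many as 1378 calls, and the highest other gave 307.

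In null against het embryos, 9 of 10 gene classes had a positive mean log2 difference relative to TMM normalization (two-sided exact permutation tests over 3432 assignments, adjusted over the 10 classes). The ERCC normalization brings the median log2 fold change of all genes to -1.08, a larger shift than 7 of the 9 rises, so the direction of those 7 classes depends on the scaling. Divergent lncRNA genes had the largest difference, 1.68 (adjusted p = 0.00194, with 118 of 397 genes called up and all 7 null embryos above the het median). Small nuclear and nucleolar RNA genes had 1.43 (adjusted p = 0.00194, 8 of 32 called up) and other lncRNA genes 0.72 (adjusted p = 0.00194, 84 of 631 called up). Olfactory and vomeronasal receptor genes had 0.97 (adjusted p = 0.0128), histone genes 0.87 (0.0379), unspliced protein-coding genes 0.55 (0.0102) and processed pseudogenes 0.40 (0.0483). Cytosolic ribosomal protein genes (0.39, 0.0626), genes of the mitochondrial genome (0.18, 0.494) and genes of the 2-cell stage (-0.58, 0.494) were within the spread after adjustment. Among silent genes, the counts per kb were 5.84-fold higher for divergent lncRNA genes and 2.58-fold for other lncRNA genes, each at p = 5.83e-04 in an exact permutation test, the smallest possible, and 1.61-fold for processed pseudogenes (p = 0.00291). They were 1.74-fold for receptor genes (p = 0.140), 1.32-fold for other protein-coding genes (p = 0.209, and 0.0167 within stages) and 0.865-fold for unprocessed pseudogenes (p = 1, exact permutation tests). Sequence outside annotated exons rose 1.88-fold per kb.

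Null and het embryos were unequally spread over the stages, and the change of null against het ran against the change from E2.5 to E2.75 in wild-type embryos (Pearson's r = -0.132, Spearman's rho = -0.222, across 13415 genes, which are not independent replicates). The 488 genes higher at E2.75 had a median log2 fold change of -0.39 in null against het and the 678 lower ones 0.32. A delay of null embryos would give such a sign, but the unequal stages may give it too. With stage as a covariate r was 0.0420 and the medians were -0.03 and 0.07. From differences in mean log2 CPM, r was -0.219 with the stages merged and -0.107 when averaged within the stages. Of 84 splits of the wild-type embryos, 2 gave as negative a correlation with the stages merged, which argues against chance among the wild-type embryos there, and 8 did within the stages, where chance stays open. Of 840 exchanges of null and het within stages, 121 gave as negative a correlation (p = 0.144, one-sided exact permutation test). A delay is thus neither shown nor excluded by these data.

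Down-regulated genes were occupied by POU6F1 more often than up-regulated genes. Mean expression may account for much of this, since 6815 of 10000 lists matched to the down-regulated genes were occupied as often (median 71.7% against 70.7%) and 556 of 10000 lists matched to the up-regulated genes as seldom (median 61.6% against 58.1%). Gene biotype as the whole cause is argued against by p = 0.0435 among protein-coding genes, and peaks found only against IgG by p = 0.00808 with the *mCherry* consensus (two-sided Fisher's exact tests). Among protein-coding genes, the up-regulated ones were occupied as seldom as in 76 of 10000 matched lists (median 74.3% against 66.1%). What sets these apart stays open.

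In wild-type embryos, *Pou6f1* was higher at E2.75 (36.7 ± 16.6 CPM, SD, n = 3) than at E2.5 (10.7 ± 9.24 CPM, SD, n = 6), with a log2 fold change of 1.79 (standard error 0.61, adjusted p = 0.0875, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This call was lost in 7 of the 9 fits that left out 1 embryo, with 1.37 and an adjusted p of 0.341 (edgeR) without E2.75 replicate 3. *Gata3* was at 39.0 ± 16.6 CPM in null, 169 ± 107 in het and 36.0 ± 19.8 in wild-type embryos (SD, n = 7, 7 and 9). It was called down in null against het (log2 fold change -2.12, adjusted p = 0.00942, same edgeR test), while null against wild-type gave 0.11 (adjusted p = 0.959) and het against wild-type 2.23 (adjusted p = 0.148), which DESeq2 called (adjusted p = 0.00235). The last was also called without E2.5 het replicate 2 (0.0488), E2.75 het replicate 3 (0.0194) or E2.75 wild-type replicate 3 (0.0903, edgeR). Most het embryos were at E2.75 and most wild-type embryos at E2.5, so stage may add to this difference between het and wild-type. Within single stages, *Gata3* in null against het was at -1.48 at E2.5 (adjusted p = 0.527, edgeR) and -2.13 at E2.75 (adjusted p = 0.0859, edgeR). The exosome gene *Dis3l* was called up in null against het (2.73, adjusted p = 0.0840, same edgeR test) but lost its call in 10 of the 14 fits that left out 1 embryo, with 2.25 and an adjusted p of 0.185 (edgeR) without E2.5 null replicate 1, and with stage as a covariate (1.73, adjusted p = 0.314, edgeR). *Pou5f1*, *Sox2*, *Gata4*, *Gata6*, *Exosc10*, *Erbb2*, *Nfyc* and *Gapdh* were not called. The ERCC normalization called *Pou5f1*, *Gata4*, *Exosc10*, *Nfyc* and *Gapdh* down, and DESeq2 called *Gapdh* down. No explanation was tested for these genes.

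Ambiguous reads took a smaller share in null than in het embryos (0.812-fold, p = 5.83e-04, two-sided exact permutation test, the smallest possible). The number of genes detected after thinning differed by 48.3 genes (p = 0.909, exact permutation test). For 12 measures of the libraries and of *Dis3*, *Pou6f1*, *Nanog* and *Cdx2*, the difference between null and het was compared between the stages by an exact permutation test over 735 relabelings, and none passed p = 0.05.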
